# YAP Regulates S-Phase Entry in Endothelial Cells

**DOI:** 10.1371/journal.pone.0117522

**Published:** 2015-01-30

**Authors:** Zhewei Shen, Ben Z. Stanger

## Abstract

The Hippo pathway regulates cell proliferation and apoptosis through the Yes-associated protein (YAP) transcriptional activator. YAP has a well-described role in promoting cell proliferation and survival, but the precise mechanisms and transcriptional targets that underlie these properties are still unclear and likely context-dependent. We found, using siRNA-mediated knockdown, that YAP is required for proliferation in endothelial cells but not HeLa cells. Specifically, YAP is required for S-phase entry and its absence causes cells to accumulate in G1. Microarray analysis suggests that YAP mediates this effect by regulating the transcription of genes involved in the assembly and/or firing of replication origins and homologous recombination of DNA. These findings thus provide insight into the molecular mechanisms by which YAP regulates cell cycle progression.

## Introduction

The evolutionarily conserved Hippo pathway regulates cell proliferation, apoptosis, migration and cell fate specification through the YAP transcriptional regulator [1–5]. YAP itself has no DNA binding activity but rather associates with transcription factors—most notably TEA-domain (TEAD) factors—to regulate gene transcription in response to an upstream signaling cascade that involves tumor suppressors neurofibromatosis type II (Nf2), mammalian Ste-20 like kinases (Mst1/2), and large tumor suppressor (Lats1/2) [1,2,6,7]. High levels of Yap, achieved through mis-expression of YAP itself or deletion of upstream negative regulators, results in increased cell proliferation and carcinogenesis in many tissues [6–15]. In the liver, induction of a constitutively active form of YAP results in reversible liver enlargement and eventual adenoma and carcinoma formation[14]. In addition, elevated levels of YAP have been detected in multiple human cancers, where it has been associated with poor prognosis in some cases [14,16–18].

Several studies have investigated the mechanisms of YAP-associated tissue overgrowth using genomic approaches. Microarray analysis of mouse Yap transgenic livers detected increased expression of multiple cell cycle regulators such as *c-Myc*, *cyclin D*, *cyclin B*, *cyclin E* and *CDK6*. Yap transgene induction also stimulated the expression of survival genes including *birc5* and *birc2* [14]. Genome-wide expression profiling conducted by Zhao et al. also identified a similar list of cell cycle regulator proteins and apoptosis inhibitors as potential YAP targets in MCF10A cells with stable expression of either wild type or constitutively active YAP 5SA mutants [4]. Furthermore, YAP chromatin immunoprecipitation (ChIP)-on-chip analysis indicated that YAP can bind directly to the promoters of a subset of the cell cycle regulators identified in the MCF10A microarray [4].Consistent with these two studies, Lu et al. found that *birc5* and *cyclin D1* were upregulated in murine livers with tissue-specific deletion of *mst1* and *mst2* [9]. In aggregate, these genomic studies suggest that there may be a direct connection between YAP and cell cycle regulation.

Interestingly, Mizuno et al. found that *YAP* knockdown in mesothelioma cell lines led to an accumulation of cells in G0 and G1 as well as a significant loss of S phase cells [19]. Furthermore, microarray studies of YAP-deficient mesothelioma cells identified candidate genes involved in cell cycle regulation. These array candidates are also transcriptional targets of Rb/E2F, indicating the possibility of YAP-E2F-Rb crosstalk [19]. Specifically, ChIP analysis conducted by Mizuno et al. demonstrated that YAP directly regulates the expressions of *CCND1* (*cyclin D1*) and *FOXM1* (*foxhead box m1*), which in turn regulate G1 progression and G1/S transition [19]. Significantly, Kapoor et al. recently reported binding of YAP and TEAD2 to the promoters of several E2F1 targets involved in cell cycle regulation in pancreatic ductal adenocarcinoma cells [20]. These studies are consistent with the hypothesis that YAP exerts a pro-proliferative activity by transcriptionally regulating components of the cell cycle machinery, akin to the well-studied cell cycle regulator E2F [19,20].

Here, we employed human umbilical vein endothelial cells (HUVECs) to characterize and clarify the role of YAP in proliferation control and cell cycle regulation. Using siRNA knockdown and cell cycle analysis tools, we discovered that a loss of YAP blocked cell proliferation without causing apoptosis. The endothelial cells displayed G1 accumulation and S loss after *YAP* knockdown, and synchronization studies demonstrated that YAP is required for S-phase entry. Furthermore, microarray analysis identified candidates with critical roles in mediating origin licensing, firing and DNA damage repair. Taken together, these results suggest that YAP controls HUVEC proliferation by regulating the transcription of genes important for the G1-to-S transition.

## Results

### YAP is required for HUVEC proliferation and cell cycle progression

To understand the physiological role of YAP in cell proliferation control, we chose endothelial cells as our *in vitro* system based upon the finding that defective yolk sac vasculogenesis is among the first defects observed in YAP null mice [21]. We thus examined YAP protein expression in a number of mouse and human cell lines and determined that YAP was expressed in all except mouse lung endothelial cells and was unresponsive to the presence of vascular endothelial growth factor (VEGF) (S1A Fig.). We selected human umbilical vein endothelial cells (HUVECs) for further study because of their availability and ease of use.

We then tested the ability of two independent siRNAs to knock down *YAP*. In both HUVECs and HeLa cells, siYAP#1 or siYAP#2 resulted in the efficient knock down of YAP protein within 24 hours, an effect that lasted for at least 72 hours (S1B–C Fig.). We then quantified cell number over 5 days in HUVEC cells transfected with siYAP#1, siYAP#2, or a RISC-free control siRNA, and then compared them to untransfected cells. As shown in Fig. 1A, cells treated with siYAP#1 or siYAP#2 exhibited a significant decrease in cell number over the 5d time-course. Interestingly, the forward scatter measurement (FSC) of siYAP treated HUVECs was significantly higher than that of the controls starting 48 hours post siRNA transfection, suggesting that YAP-KD cells were considerably larger (S2A Fig.). Significantly, the changes in FSC profiles coincided with the slowed proliferation in YAP-KD cells at Day 2 post siRNA transfection (Fig. 1A).

**Fig 1:**
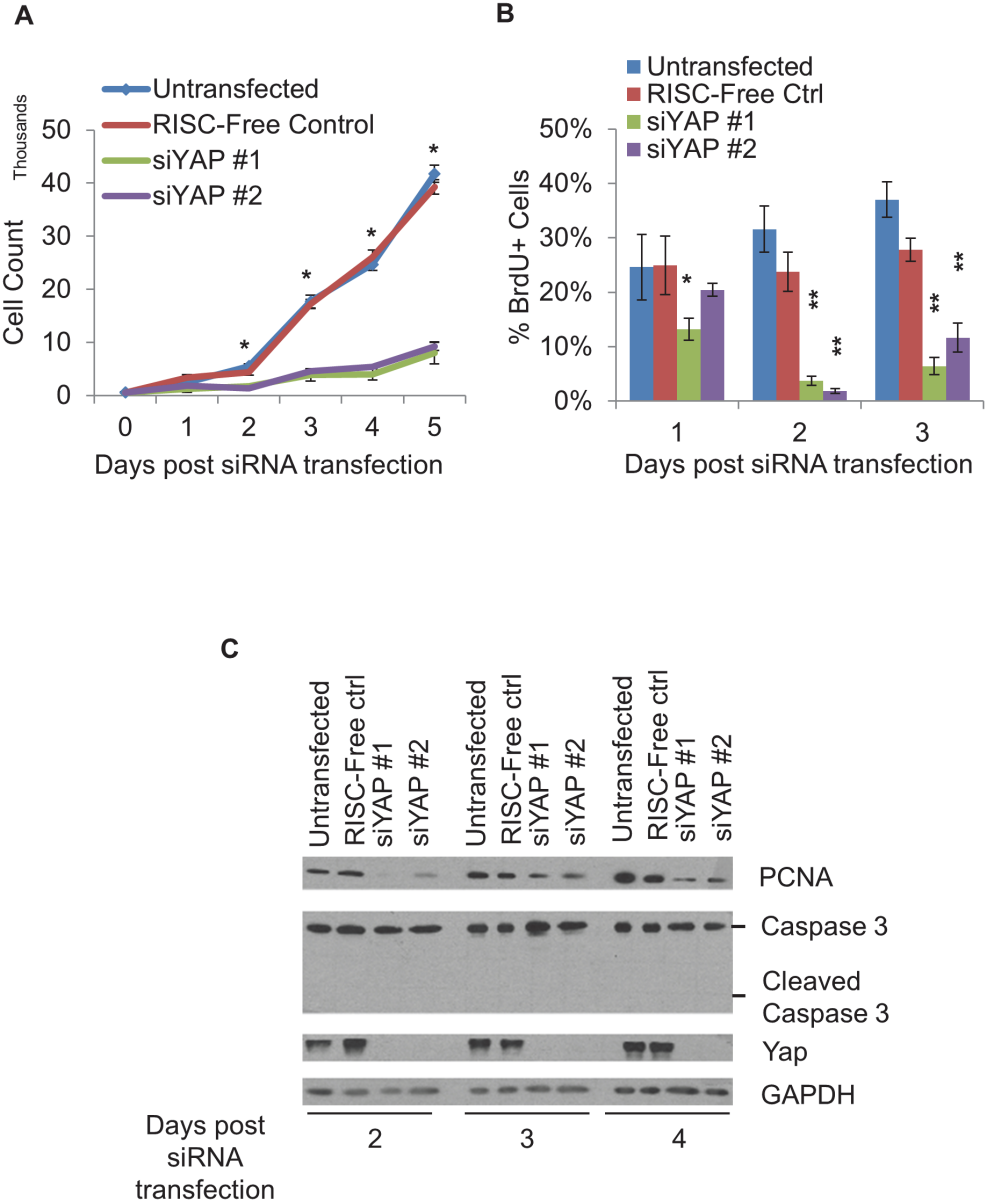
Deletion of *YAP* results in decreased HUVEC cell number. A. HUVEC cell number plotted against time after siRNA transfection. Untransfected and RISC-free siRNA were the control groups. Cells were counted on an Accuri C6 flow cytometer at 24 h intervals after transfection. There was a significant decrease in cell number in siYAP treated HUVECs compared to control HUVECs 48 h post-knockdown and at later time-points. Data are plotted as mean +/- standard error. N = 3 for each timepoint; *, p < 0.001. B. Quantification of BrdU+ HUVECs upon siYAP transfection. Cells were incubated with BrdU for 30 min and then stained with a BrdU antibody for visualization and quantification (plotted as the ratio of BrdU+ cells as a percent of total cells counted). Significantly fewer BrdU+ HUVECs were detected in siYAP-treated cells. Error bars indicate standard errors. P-values reflect differences compared to RISC-free control. *, p < 0.04; **, p < 0.007. C. Immunoblot (IB) assessing the levels of PCNA, CASPASE3, cleavage CASPASE3 in control and *YAP* knockdown (YAP-KD) cells. Protein samples were collected on d 1, 2 or 3 post-siRNA transfection and analyzed by western blot. No CASPASE3 cleavage was detected on d 2, 3 or 4, suggesting that *YAP* knockdown did not affect cell survival. See also S1 and S2 Figs.

To distinguish whether the blunted cell number was caused by increased apoptosis or decreased cell division, we first investigated whether loss of *YAP* affected cell division in HUVECs. We found that the percentage of BrdU+ HUVECs, reflecting the population of cells in S-phase, was significantly decreased in YAP-KD cells (2–3%) compared to control cells (23–32%) at the 48 h and 72 h time-points (Figs. 1B and S2B). In addition, PCNA levels were also decreased in siYAP treated cells, which is consistent with the results of the BrdU experiments (Fig. 1C). Furthermore, we also examined apoptosis in the *Yap* knockdown (YAP-KD) group by assessing the level of CASPASE3 cleavage (Fig. 1C). We found no cleaved CASPASE3 protein between d 2 and d 4, suggesting that increased cell death was unlikely to be contributing to the decrease in cell number with YAP-KD. These results suggest that YAP is essential for cell cycle progression, but not survival, in HUVECs.

We then used BrdU flow cytometry to establish detailed cell cycle profiles of siRNA-treated HUVECs at 24 h intervals (Figs. 2A-C and S3). Starting on day 1, YAP-KD cells began to exhibit marked S phase loss (Figs. 2A and S3). The phenotype was more pronounced at 2 d post-transfection, with control cells containing approximately six times more S-phase cells than the YAP-KD cells (18–23% vs. 2–3%) (Figs. 2B and S3), and persisted 3 d post-transfection (Figs. 2C and S3). Loss of S-phase was consistently associated with an increase in the percentage of cells in G1 but no change in the percentage of cells in G2/M (Fig. 2A-C). Thus, we conclude that the proliferation defects in HUVECs following *YAP* knockdown are the result of significant blockages in the G1 and/or S phases of the cell cycle.

**Fig 2:**
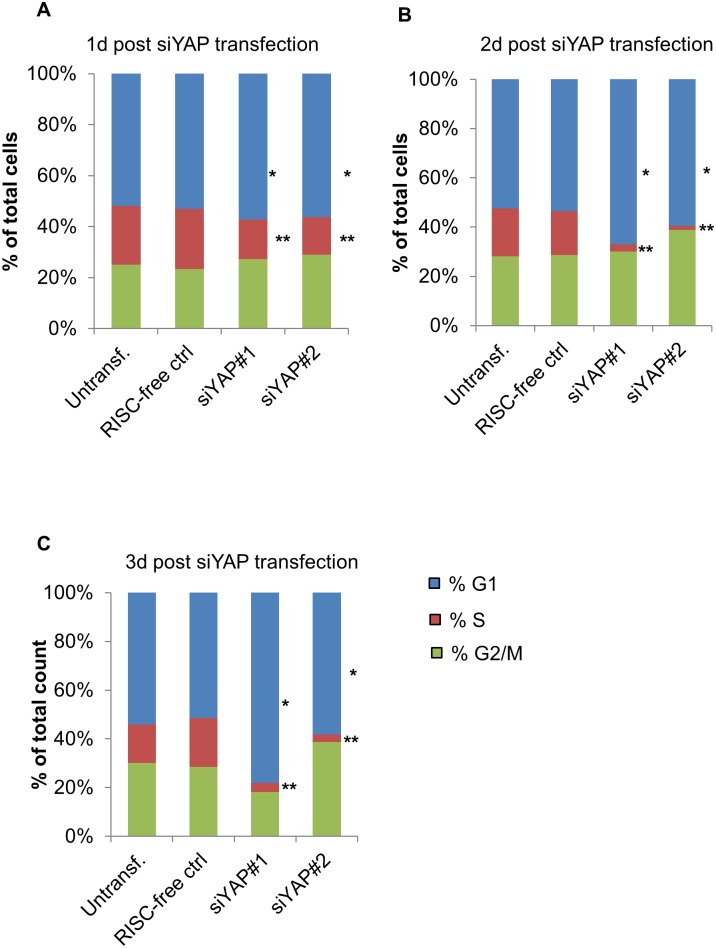
Yap knockdown in HUVECs results in G1 accumulation. A. Quantitative comparisons of cell cycle profiles comparing control and YAP-KD cells 1 d after siRNA transfection. Cells were incubated with BrdU for 1 hour and then stained for BrdU followed by FACS analysis. Data are plotted as the percentage of cells in each stage of the cell cycle (see S3 Fig.). HUVECs treated with siYAP exhibited a significant decrease in S-phase and increase in G1-phase at this time point. p-values were calculated by comparing each phase to the corresponding datasets from RISC-free control. *, p < 0.04; **, p < 0.007. B. Quantitative comparisons of cell cycle profiles between control and YAP-KD cells 2 d after siRNA transfection. Cells were processed and the data examined statistically as described in (A). *, p < 0.04; **, p < 0.007. C. Quantitative comparisons of cell cycle profiles between control and YAP-KD cells 3 d after siRNA transfection. Cells were processed and the data examined statistically as described in (A). *, p < 0.04; **, p < 0.007. See also S3 and S4 Figs.

We next sought to verify these effects on cell cycle in another cell line. For this purpose, we chose HeLa cells, in which we had previously shown efficient knockdown with siRNA (S1C Fig.). Surprisingly, treatment with siYAP#1 or siYAP#2 had no effect on HeLa cell number or cell cycle profile (S4A–B Fig. and data not shown). This result suggests that YAP regulates the cell cycle in a cell type-specific manner. We therefore performed all subsequent studies in HUVECs.

### YAP regulates S phase entry in HUVECs

Because the G1 accumulation of YAP-KD cells may have resulted from blocks in G1 progression, S-phase entry or S-phase progression, we utilized aphidicolin (APH)—which inhibits DNA polymerase, thereby arresting S-phase—to distinguish between these scenarios [22,23]. We began by incubating HUVECs with APH for 6 hours and then characterized cell cycle recovery at 3, 6, and 24 hours after “release” in the presence or absence of the previously described siRNA (Fig. 3A). As expected, 6 h APH treatment temporarily blocked DNA replication, resulting in a subset of HUVECs stalled in S-phase; we refer to cells in this state as “arrested S” due to their high DNA content (between 2n and 4n) and low BrdU intensity (Figs. 3A-B and S5, upper left panel).

**Fig 3:**
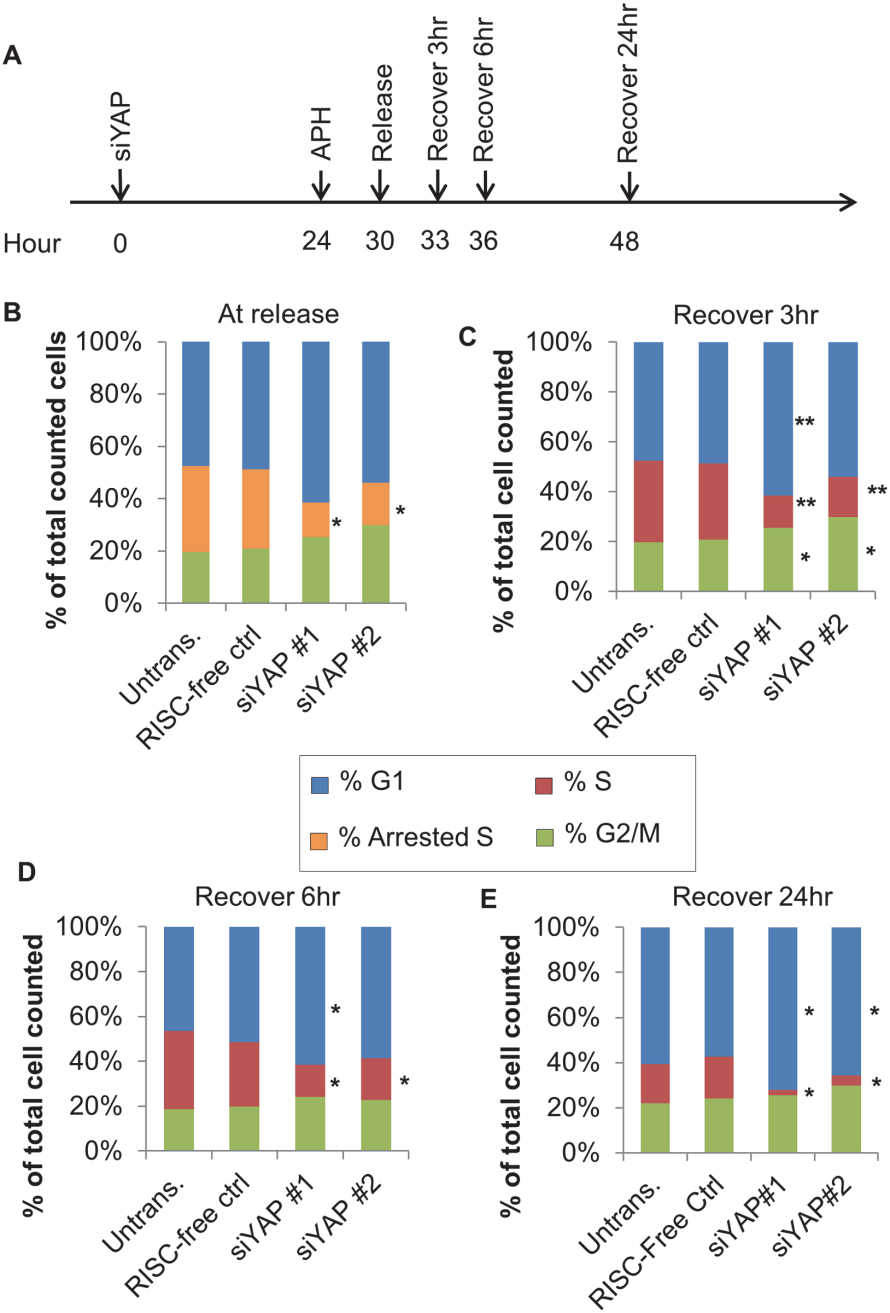
Yap is not required for S-phase progression in HUVECs. A. Schematic of the APH experiment. HUVECs were treated with siRNA for 24 hours then incubated with 5µM APH for 6 h. HUVECs were collected at 3, 6, or 24 h post-APH removal, receiving a pulse of BrdU at the time of harvest. B. Quantification of cell cycle profiles comparing control and YAP-KD cells after 6 h APH arrest (“Release”). All HUVECs exhibited S-phase stall upon APH treatment (orange bars). Significantly fewer S-phase cells were detected in siYAP-treated HUVECs. p-values were calculated by comparing each phase to the corresponding datasets from RISC-free control. *, p < 0.04. C. Quantification of cell cycle profiles comparing control and YAP-KD cells 3 hours after APH removal. All HUVECs, including siYAP-transfected cells, reinitiated S-phase with similar kinetics. p-values were calculated as described in (B). *, p < 0.04; **, p < 0.007. D. Quantification of cell cycle profiles comparing control and YAP-KD cells 6 h after APH removal. HUVECs with siYAP transfection could restart stalled S-phase in a YAP-independent manner. p-values were calculated as described in (B). *, p < 0.04. E. Quantification of cell cycle profiles comparing control and YAP-KD cells 24 h after APH removal. Normal cell cycle profiles were re-established in control cells while the YAP-KD cells had fewer S-phase cells, suggesting that S-phase progression is YAP independent. p-values were calculated as described in (B). *, p < 0.007. See also S5 Fig.

Upon APH removal, HUVECs in the “arrested S” group were expected to resume normal S phase, with the expectation that if YAP regulates S-phase progression, then YAP-KD HUVECs should exhibit defects in this recovery process. We thus compared the percent of cells in normal S phase (“S”) between controls and YAP-KD cells after 3, 6 and 24 hours of APH washout (Figs. 3C-E and S5 second graph in the first column). The “arrested S” subgroup was absent in both control and KD groups starting 3 hours post APH release, suggesting that YAP was not required for S-phase re-initiation (Figs. 3C and S5, red arrows). Furthermore, both control and YAP-KD cells continued to progress through S-phase at 6 hours of APH removal (Figs. 3D and S5, blue arrows). By 24 hours post APH washout, however, a significant loss of S-phase cells was observed in the YAP-KD groups (Fig. 3E). It is important to note that YAP-KD cells exhibited a significantly lower percentage of both arrested S (Fig. 3B) and normal S (Fig. 3C-E) which was likely the effect of YAP siRNA, not a result of APH treatment. These results demonstrate that YAP is not required for S-phase progression, as both control and YAP-KD HUVECs were equally capable of resuming the S phase after APH removal. Instead, our findings thus suggest that YAP is required at some point in the cell cycle prior to the initiation of S-phase.

To further define this cell cycle block, we incubated HUVECs with APH for a full 24 h with the expectation that this treatment would allow us to determine directly whether YAP-KD cells have a defect in S-phase entry (versus progression) (Fig. 4A). After prolonged exposure to APH, HUVECs were arrested predominantly in either G1 (2n DNA with low BrdU) or G2/M (4n DNA with low BrdU) (Figs. 4B and S6, upper left panel). A smaller group of cells containing low BrdU and a DNA content between 2n and 4n was also detected and termed “BrdU neg. S” to reflect a subset of HUVECs that were likely severely and permanently impacted by the extensive APH treatment (Figs. 4B and S5 upper left panel). Importantly, it is possible that the G1 and G2/M groups may also contain arrested S-phase cells with either 2n or 4n DNA, respectively.

**Fig 4:**
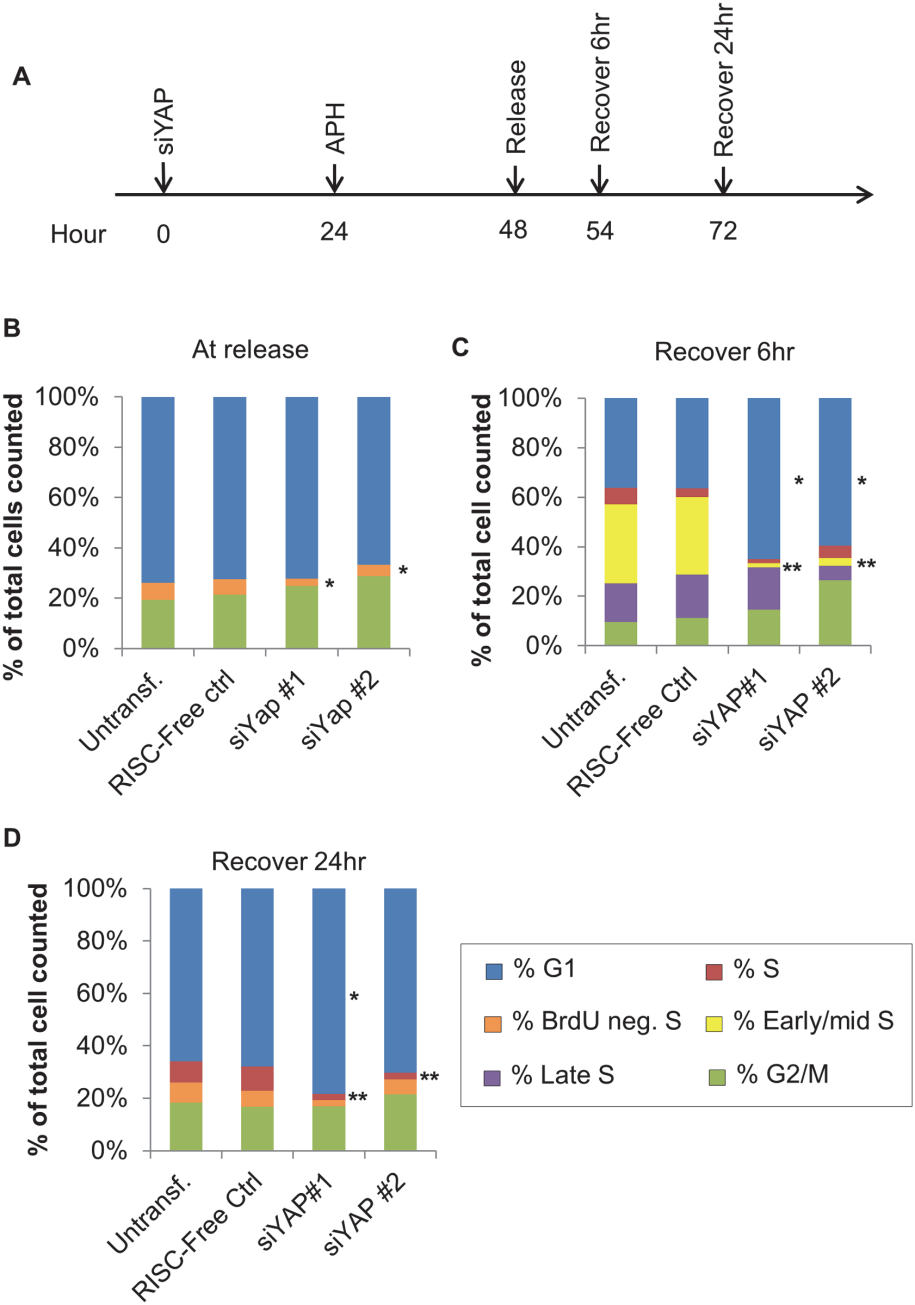
Yap is required for S-phase entry in HUVECs. A. Schematic of the APH experiment. HUVECs were treated with siRNA for 24 h then incubated with 5µM APH for 24 h. BrdU-treated HUVECs were collected at 3, 6, or 24 h post-APH removal. B. Quantification of cell cycle profiles comparing control and YAP-KD cells at the end of the 24 h APH arrest. Most of the cells captured by FACS were BrdU negative and had DNA contents of either 2N or 4N (reflecting arrest predominantly in G1 and G2/M). siYAP treatment under these conditions resulted in a further decrease of S-phase cells. p-values were calculated by comparing each phase to the corresponding datasets from RISC-free control. *, p < 0.04. C. Quantification of BrdU FACS cell cycle analysis 6 h after APH removal. Control cells were able to initiate S-phase indicated by “early S” cells. However, this population of cells was significantly reduced in siYAP-transfected cells. p-values were calculated as described in (B). * (blue bar, compared to the controls), p < 0.04. ** (yellow bar, compared to the controls), p< 0.007. D. Quantification of BrdU FACS cell cycle analysis 24 h after APH removal. siYAP-treated cells continued to exhibit decreased numbers of S-phase cells after 24 h of APH recovery. p-values were calculated as described in (B). * (blue bar, compared to the controls), p < 0.04; ** (red bar, compared to the controls), p < 0.007. See also S6 Fig.

In control cells, two populations of BrdU+ cells emerged within 6 h of APH release: cells with a DNA content between 2n and 4n, representing cells that had re-entered “early/mid S-phase,” and cells with 4n DNA, representing cells in “late S-phase” (Figs. 4C and S6). Under these conditions, YAP-KD cells had a near-normal “late S-phase,” likely reflecting arrested S-phase cells that had resumed DNA synthesis after APH washout (Figs. 4C and S6). By contrast, there was an almost complete loss of “early/mid S-phase” cells in YAP-KD cells (S6 Fig., red arrows). These results further indicate that YAP is required for S-phase entry but not S-phase progression in HUVECs.

### YAP regulates origin recognition and DNA repair pathways

To determine the YAP transcriptional targets that might mediate these effects, we conducted microarray analysis comparing YAP-KD and control cells. 

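RNA of human umbilical vein endothelial cells (HUVECs), which are primary cells, was measured on 12 arrays 30 h after transfection. There were 4 arrays of cells transfected with the RISC-free control, an siRNA modified so that the RNA-induced silencing complex does not take it up, 4 of cells transfected with siYAP#1 and 4 of cells transfected with siYAP#2. Each array gave a value for 28549 transcript clusters, which are groups of probes against a single transcript region. Of these clusters, 19299 carried 1 gene symbol in the annotation used here, 1750 carried several and 7500 carried none. The authors processed the raw data in Partek and deposited log2 values, which lay between 3.55 and 14.19. The paper's text does not name the background correction or the normalization, and no further normalization was applied. The precision is limited by the number of arrays.

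For every cluster, group means were compared with limma's moderated test, with a single spread estimated over all groups. A cluster was called at the thresholds of the paper, a fold change of at least 1.2, a p under 0.05 and a p adjusted by the method of Benjamini and Hochberg under 0.1. siYAP#2 replicate 3 stood apart from the other arrays. Its median was 7.16 and that of the other 11 arrays 6.81 to 6.98, its interquartile range was 3.06, the smallest of all, and its mean Pearson correlation across clusters with the other siYAP#2 arrays was 0.966, beside 0.985 to 0.998 for the other arrays and their groups. The fold changes in the paper's S1 Table are those of the 11 arrays without it, while the paper gives 4 biological replicates for each condition. Values are therefore given first over these 11 arrays and then over all 12. The lists of genes were written before the array values were examined, but after the paper's S1 and S2 Tables had been seen, so that counts over the lists are not fully independent of those tables.

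**Figure D1:**
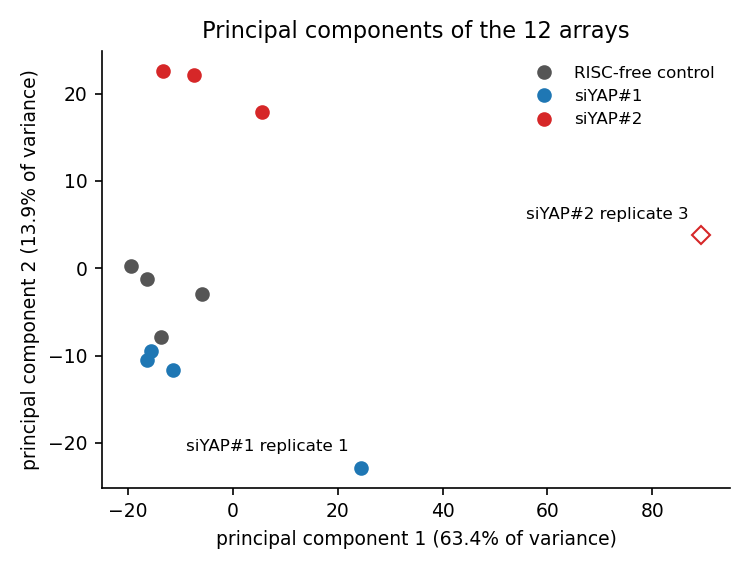
Scores of the 12 arrays on the first principal component (63.4% of the variance, horizontal axis) and the second (13.9%, vertical axis) of the log2 values, with points colored by group. siYAP#2 replicate 3, drawn as an open diamond, lies apart from the other 11 arrays along the first component.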

Because we wished to maximize the chances of identifying primary targets, we selected 30 h after transfection as our time-point for our analysis as there was a greater than 90% decrease in *YAP* mRNA with only a small decrease in cell proliferation at this time-point (Figs. 1–2 and S7A).

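YAP1, the gene that encodes YAP, was lower with both siRNAs on the arrays. Its log2 value was 10.36 ± 0.15 (SD, n = 4) in RISC-free control cells, 8.46 ± 0.05 (SD, n = 4) with siYAP#1 and 8.01 ± 0.08 (SD, n = 3) with siYAP#2 without replicate 3. The log2 change was -1.90 (standard error 0.07, adjusted p = 9.1e-08) with siYAP#1 and -2.35 (standard error 0.08, adjusted p = 3.5e-08) with siYAP#2. On the scale of the array signal, YAP1 was 73.2% lower with siYAP#1 and 80.4% lower with siYAP#2. In siYAP#2 replicate 3 the value was 8.35, which lies above those of the other siYAP#2 arrays and below every control array, whose values ran from 10.17 to 10.50. Over all 12 arrays the log2 change with siYAP#2 was -2.27 (standard error 0.10, adjusted p = 3.9e-07), and YAP1 was 79.2% lower. Every siYAP array had less YAP1 signal than every control array (two-sided exact permutation test for each siRNA, p = 0.0286, the smallest p that 4 arrays against 4 allow).

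**Figure D2:**
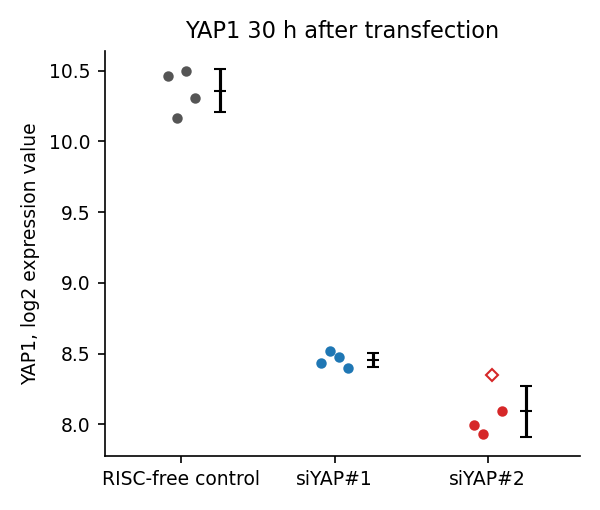
Log2 value of YAP1 (vertical axis) on each of the 12 arrays, by group, with the mean and SD of each group. All siYAP arrays lie below all control arrays, and siYAP#2 replicate 3 is drawn as an open diamond.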

Using a cutoff of 1.2-fold expression change and a false-discovery rate of 0.1 or less, we found 756 genes that were differentially expressed in cells transfected with siYAP#1 and siYAP#2 as compared to the RISC-free control group (Fig. 5A, S1 Table). 458 of these 756 genes (approximately 61%) displayed decreased expression in the YAP-KD cells, consistent with the notion that YAP acts mainly as a transcriptional activator (Fig. 5B). 

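INHBA, which encodes a subunit of activin, was among the transcripts that fell furthest with both siRNAs, by log2 changes of -1.31 with siYAP#1 (standard error 0.07, adjusted p = 1.7e-06) and -1.64 with siYAP#2 (standard error 0.08, adjusted p = 4.6e-07). SLC39A6, a zinc transporter, rose the furthest of the transcripts higher with both, taken as the mean over the siRNAs, with changes of 1.10 with siYAP#1 (standard error 0.09, adjusted p = 2.5e-05) and 1.35 with siYAP#2 (standard error 0.10, adjusted p = 8.1e-06). Over 11 arrays, 2289 of 28549 transcript clusters were called with siYAP#1 (1604 lower, 685 higher) and 2724 with siYAP#2 (1656 lower, 1068 higher), and 900 were called with both. These shared clusters were 39.3% of the siYAP#1 calls and 33.0% of the siYAP#2 calls. Over all 12 arrays, 1229 clusters were called with siYAP#1, 2180 with siYAP#2 and 497 with both, so that siYAP#2 replicate 3 alone moved the first and the last of these counts by more than 1.5 times. With the 12 arrays centred on their medians, 195 were called with both, and with a repeated quantile normalization 572. INHBA and SLC39A6 were called with both siRNAs over all 12 arrays too, with changes of -1.68 and 1.22 for siYAP#2.

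Both siRNAs were compared with the same 4 control arrays, which share their chance values. In 100 simulations of unchanged groups against shared controls, the mean number of clusters called with both was 0.02 over 12 arrays (highest 1) and 0 over 11. In 100 splits of the real arrays, the median of the others was 0. The highest other was 369 over 12 arrays and 597 over 11. The simulated counts thus do not bound the overlap that other groupings of the real arrays can give. The correlation of the log2 changes across clusters, which are not independent replicates, was 0.36 over 11 arrays beside 0.46 in the simulations, and 0.45 beside 0.50 over 12. The covariance was 0.0123 beside a simulated 0.00406 over 11 arrays, and 0.0195 beside 0.0105 over 12. With the controls split so that each siRNA had 2 of its own, 632 to 714 clusters were called with both over 11 arrays and 200 to 228 over 12, in the 6 possible assignments, and the correlation was 0.17 to 0.30 and 0.29 to 0.44.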

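FST, which encodes follistatin, an antagonist of activin, had log2 changes of -0.89 with siYAP#1 (standard error 0.19, adjusted p = 0.012) and -1.83 with siYAP#2 (standard error 0.21, adjusted p = 1.8e-04). RSPO3, a secreted enhancer of Wnt signaling, fell by 0.88 with siYAP#1 and by 1.71 with siYAP#2 (adjusted p = 6.6e-06 and 7.7e-08). MIS18A, needed to place the centromeric histone, fell with both siRNAs, to changes of -1.13 and -1.51 (adjusted p = 1.6e-05 and 3.5e-06), as did the chemokine scavenger receptor ACKR4 at -1.27 and -1.34 and the zinc finger gene ZNF730 at -1.18 and -1.70. A second cluster of ACKR4 was called with siYAP#2 only (-0.34). Of the clusters called with both siRNAs over 11 arrays, 540 (60.0%) were lower with both. With siYAP#2 replicate 3 included, 320 (64.4%) were lower with both, and 291 clusters were on both of these lists. Centring the 12 arrays on their medians left 146 (74.9%) lower with both, and a repeated quantile normalization 273 (47.7%). Independent lists of the same sizes would share 93.0 lower clusters over 11 arrays and 46.0 over 12. All 5 of these transcripts were lower with both siRNAs over 12 arrays as well. In siYAP#2 replicate 3 the log2 value of FST was 7.83, beside a control mean of 9.89.

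**Figure D3:**
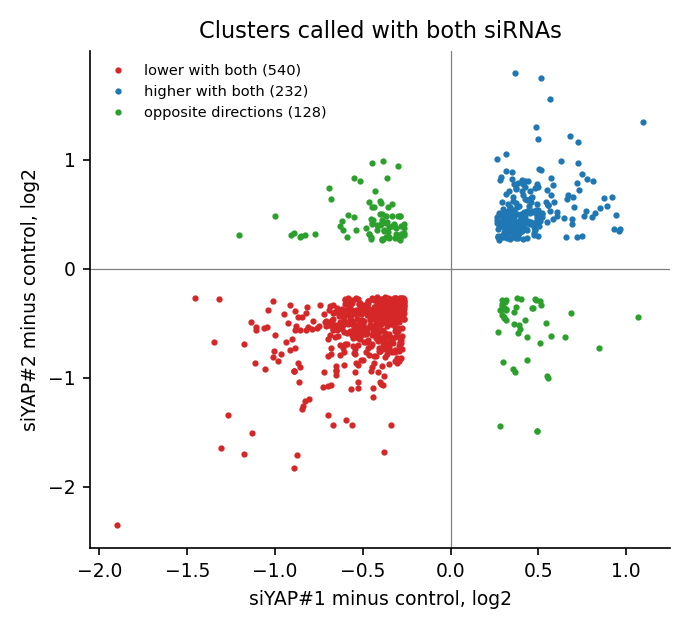
Log2 change with siYAP#1 (horizontal axis) and with siYAP#2 (vertical axis) of the 900 clusters called with both siRNAs over 11 arrays, each point a cluster. The 540 clusters lower with both lie at the lower left, 232 higher with both at the upper right, and 128 with opposite directions in the remaining corners.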

A small fraction of the 756 genes (~14%) exhibited differential changes in expression between siYAP#1 and siYAP#2, which we attributed to the off-target effects of the siRNA system. 

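TXNIP, which binds and inhibits thioredoxin, moved in opposite directions, with log2 changes of -1.21 with siYAP#1 (standard error 0.07, adjusted p = 3.7e-06) and 0.31 with siYAP#2 (standard error 0.08, adjusted p = 0.028). GSDMC, a member of the gasdermin family, had changes of -1.003 and 0.48 (adjusted p = 5.4e-06 and 0.0011), and CXCL8, the chemokine interleukin 8, 0.28 and -1.44 (adjusted p = 0.087 and 5.4e-06). With siYAP#2 replicate 3 included, GSDMC was not called with siYAP#2 (0.22, adjusted p = 0.55) and CXCL8 was not called with siYAP#1 (adjusted p = 0.24), while TXNIP was called with both. Over 11 arrays, 128 of the shared clusters (14.22%) had opposite directions, 81 of them lower with siYAP#1 and 47 lower with siYAP#2. Over 12 arrays this held for 48 (9.66%), of which 47 were among those of the 11 arrays. Median centring of the 12 arrays gave 15 (7.69%) and a repeated quantile normalization 76 (13.3%). Independent lists of the same sizes would give 99.7 and 39.4 such clusters.

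Tested against each other, the siRNAs differed in 3178 clusters over 11 arrays and in 2131 over 12. IFI44L, an interferon-induced gene, had a log2 change of 3.33 (standard error 0.21, adjusted p = 3.1e-06) with siYAP#2 and 0.39 (standard error 0.19, adjusted p = 0.29) with siYAP#1, and the difference, siYAP#1 minus siYAP#2, was -2.94 (standard error 0.21, adjusted p = 4.4e-06). IFIT1, an interferon-induced protein that binds viral RNA, differed by -1.90 (standard error 0.21, adjusted p = 1.0e-04). Of 29 measured genes of the interferon response, 21 rose with siYAP#2 and 5 with siYAP#1, and none fell (22 and 6 higher when adjusted over the list alone). In the direct comparison 21 of them were lower with siYAP#1. The median difference was -0.44 (camera, adjusted p = 4.4e-15, and adjusted p = 0.14 with an estimated correlation). Of 18 targets of p53, 14 rose with siYAP#2 and 3 with siYAP#1, where 1 fell (15 and 3 higher when adjusted over the list alone). TP53INP1 and SESN2, which p53 induces, had changes of 1.11 and 0.997 with siYAP#2 (adjusted p = 1.2e-06 and 8.1e-06), beside 0.05 and -0.08 with siYAP#1 (adjusted p = 0.75 and 0.62). The p53 targets differed between the siRNAs by a median of -0.43 (camera, adjusted p = 2.8e-14, and adjusted p = 0.022 with an estimated correlation). Over 12 arrays 3 interferon genes rose with siYAP#1, and 12 were lower with siYAP#1 in the direct comparison. The differences of both lists kept their direction there, and with an estimated correlation their adjusted p was 0.16 for the interferon response and 0.13 for the p53 targets. For siYAP#2 against the control, the list medians were 0.68 and 0.52 over 11 arrays (camera, adjusted p = 2.8e-24 and 1.3e-17, and adjusted p = 0.035 and 0.023 with an estimated correlation), and 0.55 and 0.44 over 12, where these calls were lost (adjusted p = 0.051 and 0.051 with an estimated correlation).

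**Figure D4:**
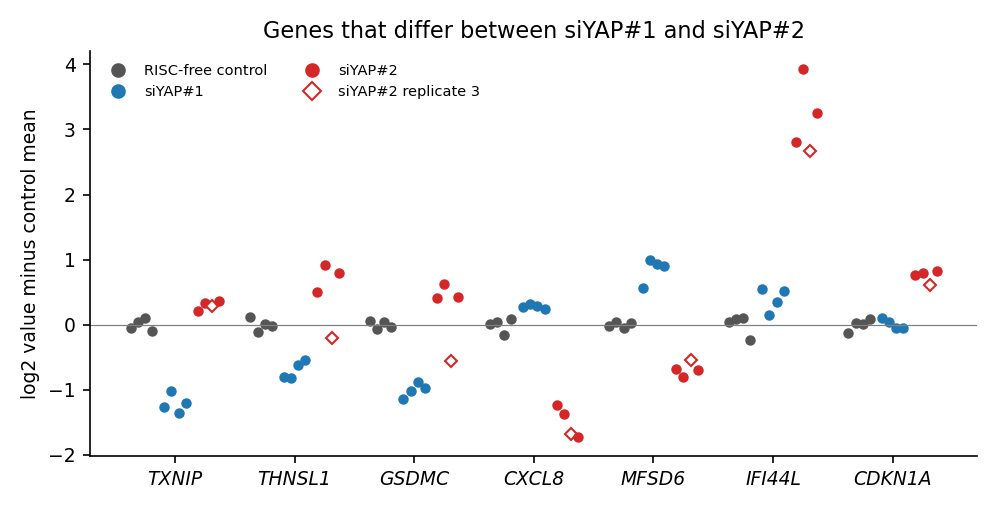
Log2 value minus the mean of the control arrays (vertical axis) of TXNIP, THNSL1, GSDMC, CXCL8, MFSD6, IFI44L and CDKN1A on each of the 12 arrays, colored by group. TXNIP lies below the control mean in all siYAP#1 arrays and above it in all siYAP#2 arrays, and siYAP#2 replicate 3 is drawn as an open diamond.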

Interestingly, approximately 25% of differentially-expressed genes had increased transcript abundance in the absence of YAP (Fig. 5B).

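VWF, the von Willebrand factor, had log2 changes of 0.57 with siYAP#1 (standard error 0.13, adjusted p = 0.018) and 0.53 with siYAP#2 (standard error 0.14, adjusted p = 0.034), KDR, the main receptor of VEGF, 0.47 and 0.52 (adjusted p = 1.3e-04 and 1.0e-04), and PCDH12, a protocadherin of endothelial cells, 0.67 and 0.68 (adjusted p = 0.0017 and 0.0021). The groups overlapped for VWF. Control replicate 4 (10.472) lay above siYAP#1 replicate 3 (10.423) and siYAP#2 replicate 1 (10.468), while the other controls ran from 9.85 to 9.93. Of 32 endothelial genes, 13 rose with siYAP#1 and none fell, while with siYAP#2 6 rose and 6 fell (13 higher, and 8 higher with 6 lower, when adjusted over the list alone). ANGPT2, a vessel-destabilizing ligand, was among those lower with siYAP#2 (-1.08, standard error 0.05, adjusted p = 6.9e-07). The list median was 0.24 with siYAP#1 (camera, adjusted p = 5.5e-12, and adjusted p = 0.032 with an estimated correlation) and 0.091 with siYAP#2 (adjusted p = 0.093).

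Of 18 genes of cholesterol synthesis, 5 rose with siYAP#1 and 6 with siYAP#2, and none fell (the same counts when adjusted over the list alone). HMGCS1, which makes the precursor of mevalonate, had changes of 0.66 with siYAP#1 (standard error 0.07, adjusted p = 1.0e-04) and 0.64 with siYAP#2 (standard error 0.07, adjusted p = 1.9e-04). INSIG1, a sterol sensor, had 0.37 and 0.73 (adjusted p = 2.7e-04 and 3.7e-06). The genes of this list had medians of 0.22 and 0.24 (camera, adjusted p = 1.4e-10 and 1.2e-09, and adjusted p = 0.030 and 0.030 with an estimated correlation). C3AR1, a complement receptor, and OAS1, an interferon-induced sensor of RNA, rose further with siYAP#2 (1.55 and 1.79) than with siYAP#1 (0.57 and 0.37), with direct differences of -0.99 (standard error 0.12, adjusted p = 1.7e-04) and -1.42 (standard error 0.10, adjusted p = 3.0e-06).

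Over 11 arrays 232 clusters were higher with both siRNAs (25.8% of the shared clusters), and over all 12 arrays 129 (26.0%), of which 123 were among the former. With the 12 arrays centred on their medians there were 34 (17.4%), and with a repeated quantile normalization 223 (39.0%). Independent lists would share 25.6 and 8.36. With siYAP#1, 7 endothelial genes and 3 of cholesterol synthesis rose over 12 arrays. There the camera call of the endothelial genes with siYAP#1 and those of cholesterol synthesis with both siRNAs were lost with an estimated correlation (adjusted p = 0.051, 0.051 and 0.098).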

**Fig 5:**
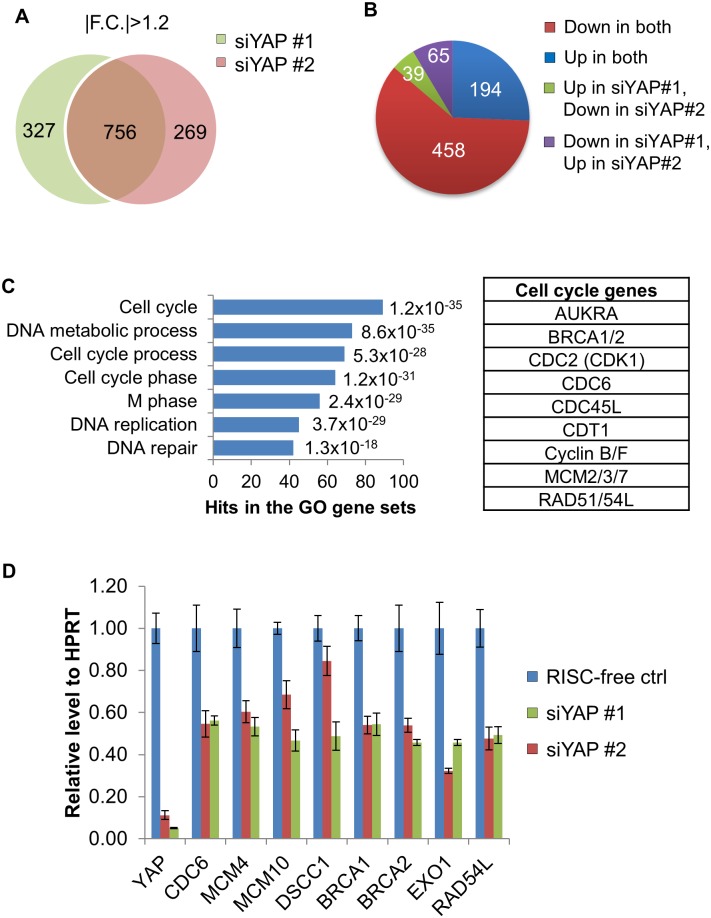
YAP regulates the expressions of factors critical for replication origin biology and homologous recombination. A. Venn diagram comparing microarray analysis results from HUVECs treated with either siYAP#1 or siYAP#2 for 30 h. Candidate genes with expression fold change of 1.2 or more, a p-value less than 0.05, and a false discovery rate (FDR) of less than 0.1 were used. 756 genes were common hits for the siRNA transfected cells, a number that corresponds to approximately 70% of the genes that exhibited expression changes with either siRNA. Fold changes were calculated using RISC-free control line as the reference group. Each condition contains four biological replicates (N = 4). B. Pie chart analysis of the 756 genes from (A). “Up” and “down” represent the directionality of expression changes of each gene in siYAP #1 or #2 treated HUVEC. Most of the 756 genes were down-regulated with both siRNAs (red group). Approximately 25% of genes were up-regulated with both siRNAs (blue group), while 14% showing discordant directionality of change (green and purple groups). C. DAVID bioinformatics gene ontology analysis of the top 8 hits/pathways within the red group from (B). The number of hits in each matching gene ontology group is graphed on the X-axis, with weighed p-values listed next to each histogram. Representative candidate genes with major roles in cell cycle regulation identified in the ontology analysis were listed in the “Cell cycle genes” table. D. RT-PCR validation of the microarray results. All candidates except DSCC1 exhibited significant expression changes in siYAP#1- and siYAP#2-treated cells. Transcript abundance was calculated by normalizing each measurement to an HPRT control. See also S7 and S8 Figs.

To narrow down the set of genes that would be subjected to further analysis we curated the gene list to include those exhibiting a greater than 1.5-fold change in transcript abundance with both siYAP#1 and siYAP#2 (S7B Fig., S2 Table). Using this higher fold-change cutoff, only 30–40% of the differentially expressed genes were “shared” by siYAP#1 or siYAP#2, raising the possibility of significant off-target effects. To address this possibility, we analyzed the microarray dataset in a step-wise fashion. 

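Several of the largest changes at 1.5-fold were seen with a single siRNA. CIAO2A, a factor of iron-sulfur protein assembly, had a log2 change of -2.22 (standard error 0.10, adjusted p = 5.9e-07) with siYAP#1 and 0.25 (standard error 0.11, adjusted p = 0.25) with siYAP#2, and the siRNAs differed by -2.46 (standard error 0.11, adjusted p = 2.0e-07). POGLUT3, a glycosyltransferase of the endoplasmic reticulum, had changes of -0.06 with siYAP#1 (standard error 0.06, adjusted p = 0.69) and -1.98 with siYAP#2 (standard error 0.07, adjusted p = 3.5e-08). IL1A, the cytokine interleukin 1 alpha, rose with siYAP#1 (1.60, standard error 0.15, adjusted p = 5.4e-05) and was not called with siYAP#2 (-0.21, standard error 0.16, adjusted p = 0.60), a difference of 1.81 (standard error 0.16, adjusted p = 2.6e-05). These transcripts were over all 12 arrays called with the same siRNA as over 11. Without siYAP#2 replicate 3, 372 clusters were called at 1.5-fold with siYAP#1 and 582 with siYAP#2, and 76 with both, which is 20.4% and 13.1% of the calls. Over 12 arrays the counts were 288, 730 and 80, with shares of 27.8% and 10.96%. When p and adjusted p had to pass first with both siRNAs, an order chosen after seeing the values, the shares were higher. They were 39.0% and 25.6% over 11 arrays (42.4% and 27.1% without limma's moderation), and 60.2% and 49.1% over 12.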

We found that when the fold change threshold was set to 1.5 for siYAP #1 and 1.2 for siYAP#2, over 95% of the candidate genes were in the overlapping list for siYAP#1. 

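CDCA7, a regulator of DNA methylation in dividing cells, passed 1.5-fold with siYAP#1 and 1.2-fold with siYAP#2, with log2 changes of -0.95 with siYAP#1 (standard error 0.07, adjusted p = 1.3e-05) and -0.41 with siYAP#2 (standard error 0.08, adjusted p = 0.0053). PRIM1, the catalytic subunit of primase, which starts DNA strands, had -0.88 and -0.53 (adjusted p = 1.3e-05 and 6.5e-04). The reverse held for TYMS, the enzyme that makes thymidylate, with -0.38 with siYAP#1 (standard error 0.05, adjusted p = 5.0e-04) and -1.68 with siYAP#2 (standard error 0.05, adjusted p = 3.5e-08), and for SULF1, a sulfatase of cell-surface heparan sulfate, with -0.56 and -1.43 (adjusted p = 5.2e-04 and 1.2e-06). Over 11 arrays, 188 of the clusters called at 1.5-fold with siYAP#1 (50.5%) were called at 1.2-fold with siYAP#2. In reverse, 250 of those called at 1.5-fold with siYAP#2 (43.0%) were called at 1.2-fold with siYAP#1. The numbers over 12 arrays were 130 (45.1%) and 160 (21.9%). TYMS was then not called with siYAP#1 (adjusted p = 0.18), while CDCA7, PRIM1 and SULF1 kept both calls. These shares count a cluster as called with each siRNA on its own, with p and adjusted p tested for that siRNA. They were higher when p and adjusted p had to pass first with both siRNAs, an order chosen after seeing the values. The shares were then 96.4% and, in reverse, 84.2% over 11 arrays (95.8% and 83.7% without limma's moderation). Over 12 arrays they were 97.7% and 98.2%.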

A similar result was obtained when the reverse threshold was used (S7C Fig.). Thus, the 353 genes showing a greater than 1.5-fold expression change with either siRNA (of which 70 are differentially expressed in both) likely reflect the consequence of on-target YAP knockdown (with variable fold-change) rather than an off-target effect. 

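HELLS, a chromatin remodeler of dividing cells, changed by more than 1.5-fold with both siRNAs, with log2 changes of -1.35 with siYAP#1 (standard error 0.11, adjusted p = 2.4e-05) and -0.67 with siYAP#2 (standard error 0.12, adjusted p = 0.0039). Among the transcripts higher with both at this threshold were SLC2A3, a glucose transporter, at 0.92 and 0.66 (adjusted p = 9.7e-05 and 0.0013), and PDE2A, which degrades cyclic nucleotides, at 0.87 and 0.65 (adjusted p = 2.0e-04 and 0.0021). FABP4, a carrier of fatty acids, passed it with siYAP#2 (-1.26, standard error 0.21, adjusted p = 0.0021) and was not called with siYAP#1 (0.50, standard error 0.19, adjusted p = 0.15), and the difference between the siRNAs was 1.76 (standard error 0.21, adjusted p = 1.8e-04). In all, 878 clusters were called at 1.5-fold with at least 1 siRNA over 11 arrays and 938 over 12. HELLS, SLC2A3 and PDE2A were called with both siRNAs over all 12 arrays, where the changes with siYAP#2 were -0.84, 0.63 and 0.60. At the lower threshold of 1.2-fold, 4113 clusters over 11 arrays and 2912 over 12 were called with at least 1 siRNA.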

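GDF6, a growth factor of the BMP family, fell by more than 1.5-fold with both siRNAs, with log2 changes of -0.84 with siYAP#1 (standard error 0.06, adjusted p = 6.2e-06) and -1.29 with siYAP#2 (standard error 0.06, adjusted p = 5.4e-07). FAM111B, which encodes a protease-like protein of dividing cells, had -0.67 and -1.43 (adjusted p = 0.0050 and 4.8e-05). PLAG1, a transcription factor, rose by 0.77 and 0.82 (adjusted p = 2.3e-04 and 2.1e-04), and ANKRD52, a subunit of a protein phosphatase complex, by 0.81 and 0.81 (adjusted p = 1.7e-06 and 2.5e-06). In opposite directions, THNSL1, a gene related to threonine synthase, had -0.70 and 0.74 and MFSD6, a transporter-like membrane protein, 0.85 and -0.73, with differences between the siRNAs of -1.43 (standard error 0.10, adjusted p = 4.6e-06) and 1.58 (standard error 0.09, adjusted p = 9.6e-07). Of the clusters past 1.5-fold with both siRNAs over 11 arrays, 56 were lower with both, 16 higher with both and 4 had opposite directions. Over 12 arrays the numbers were 67, 11 and 2. FAM111B was then not called with siYAP#1 (adjusted p = 0.34) and THNSL1 not with siYAP#2 (0.50, adjusted p = 0.20), and the value of THNSL1 in siYAP#2 replicate 3 was 6.45, beside a control mean of 6.66.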

Again, the majority of these 70 differentially-expressed genes were transcriptionally down-regulated with both siRNAs, while a small fraction of the genes were induced or discordantly regulated (S7D Fig.).

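Genes of the replication fork and of deoxynucleotide synthesis fell with both siRNAs. RFC1, the large subunit of the clamp loader, had log2 changes of -0.86 with siYAP#1 (standard error 0.11, adjusted p = 5.5e-04) and -1.04 with siYAP#2 (standard error 0.12, adjusted p = 2.3e-04), and PRIM2, the large subunit of primase, -0.54 and -0.78 (adjusted p = 0.012 and 0.0019). PCNA, the sliding clamp of the DNA polymerases, had -0.69 and -0.38 (adjusted p = 2.4e-05 and 0.0021). Of 25 measured genes of this list, 19 fell with siYAP#1 and 1 rose, and 15 fell with siYAP#2 and none rose (19 and 15 lower when adjusted over the list alone). The list medians were -0.53 and -0.35 (camera, adjusted p = 1.6e-20 and 1.3e-15, and adjusted p = 0.030 and 0.030 with an estimated correlation).

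Counted over 1 cluster per gene, 463 of 18350 genes were lower with both siRNAs over 11 arrays. The replication-fork genes held 13 of 25 of them, and lists of origin licensing 11 of 15, origin firing 9 of 16, homologous recombination 11 of 27, the Fanconi anemia pathway 6 of 12 and the G2 and M phases 8 of 26 (Fisher's exact test against all other genes, adjusted over the 23 lists, p = 4.3e-14, 3.4e-14, 1.7e-10, 1.2e-10, 6.7e-07 and 6.2e-07). End joining and excision repair held 0 of 23 (exact test, adjusted p = 1.0). The histone genes held 29 of 56, mismatch repair 2 of 5 and the G1 regulators 3 of 22 (exact test, adjusted p = 1.7e-30, 0.017 and 0.044). Genes of a list rise and fall together, which Fisher's test does not take into account. Over 12 arrays these lists held 6, 7, 6, 5, 6 and 2 of 272 such genes, in the same order (Fisher's exact test, adjusted p = 6.5e-06, 9.7e-09, 4.1e-07, 1.6e-04, 6.6e-08 and 0.14), which ends the call of the G2 and M phases. The histone genes, mismatch repair and the G1 regulators then held 23, 0 and 3 (exact test, adjusted p = 1.6e-26, 1.0 and 0.013), so that mismatch repair lost its call, and end joining and excision repair held 1 (adjusted p = 0.51). When all 12 arrays were used, 12 replication-fork genes were lower with siYAP#1 and 13 with siYAP#2 (medians -0.53 and -0.40), and with an estimated correlation the adjusted p was 0.051 and 0.053, which ends the call. RFC1 and PRIM2 were then not called with siYAP#1 (adjusted p = 0.15 and 0.15), while PCNA was called with both.

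**Figure D5:**
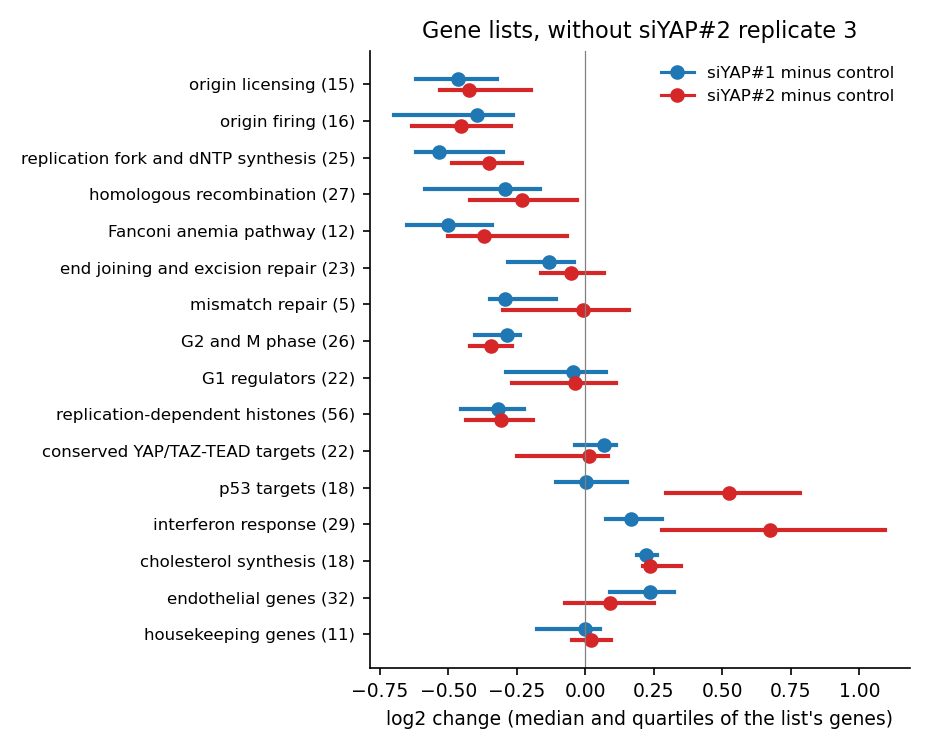
Median log2 change of the genes of 16 lists (horizontal axis) with siYAP#1 and siYAP#2 against the RISC-free control over 11 arrays, with bars from the lower to the upper quartile of the list's genes and the number of measured genes in parentheses. The replication, recombination and G2 and M phase lists lie below 0 with both siRNAs, and the interferon response and p53 targets lie furthest above 0 with siYAP#2.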

DAVID bioinformatics resource database and gene set enrichment analysis revealed that the loss of YAP negatively affected the expression of multiple genes critical to cell cycle, DNA replication and DNA damage repair processes (Fig. 5C) [24–27]. Specifically, we found that the expression of several genes involved in replication origin function (cell division cycle 6/CDC6, minichromosome maintenance protein/MCM4, MCM10) and homologous recombination (breast cancer 1/2/BRCA1/2, DNA repair and recombination protein 54-like/RAD54L, exonuclease 1/EXO1) were negatively affected in YAP-KD mutants [28,29]. 

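CDC6, which loads the MCM helicase onto origins, had a mean log2 value of 10.32 ± 0.27 (SD, n = 4) in control cells, 9.31 ± 0.37 (SD, n = 4) with siYAP#1 and 9.56 ± 0.13 (SD, n = 3) with siYAP#2 without replicate 3. Its log2 change was -1.003 (standard error 0.17, adjusted p = 0.0031) with siYAP#1 and -0.75 (standard error 0.19, adjusted p = 0.023) with siYAP#2. MCM4, a subunit of that helicase, fell by 0.63 with siYAP#1 (standard error 0.07, adjusted p = 1.1e-04) and by 0.70 with siYAP#2 (standard error 0.07, adjusted p = 7.7e-05). MCM10, which acts in the start of unwinding, fell by 0.86 (standard error 0.06, adjusted p = 4.5e-06) and by 0.90 (standard error 0.06, adjusted p = 3.9e-06).

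Among the genes of homologous recombination, BRCA1, which promotes the processing of broken ends, had changes of -1.01 with siYAP#1 (standard error 0.09, adjusted p = 5.0e-05) and -0.81 with siYAP#2 (standard error 0.10, adjusted p = 3.0e-04). RAD54L, a translocase of strand exchange, had -0.59 with siYAP#1 (standard error 0.07, adjusted p = 1.9e-04) and -0.59 with siYAP#2 (standard error 0.07, adjusted p = 2.6e-04). EXO1, the exonuclease that resects broken ends, had -1.17 with siYAP#1 (standard error 0.11, adjusted p = 4.7e-05) and -0.69 with siYAP#2 (standard error 0.12, adjusted p = 0.0023), and its difference between the siRNAs, siYAP#1 minus siYAP#2, was -0.48 (standard error 0.12, adjusted p = 0.017). For each of these 6 genes every siYAP array lay below every control array, siYAP#2 replicate 3 included. That array had the lowest value of all 12 for CDC6 (8.22), MCM4 (9.00), MCM10 (8.63) and BRCA1 (7.21), while RAD54L was 7.43 and EXO1 7.84.

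Including siYAP#2 replicate 3, the changes with siYAP#2 were -1.09 for CDC6, -0.79 for MCM4, -1.001 for MCM10, -1.04 for BRCA1, -0.55 for RAD54L and -0.87 for EXO1. All 6 genes were called with both siRNAs except CDC6 with siYAP#1 (standard error 0.30, adjusted p = 0.11), whose spread was wider with the added array. The difference of EXO1 between the siRNAs was then not called (adjusted p = 0.47).

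**Figure D6:**
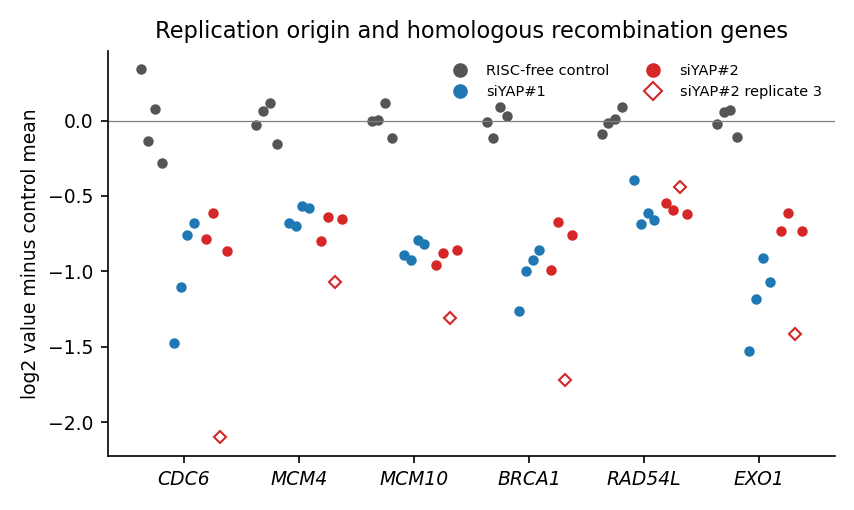
Log2 value minus the mean of the control arrays (vertical axis) of CDC6, MCM4, MCM10, BRCA1, RAD54L and EXO1 on each of the 12 arrays, colored by group. All siYAP arrays lie below all control arrays for each gene, and siYAP#2 replicate 3 is drawn as an open diamond.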

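CDT1, which brings the MCM helicase to origins together with CDC6, had a mean log2 value of 7.92 ± 0.07 (SD, n = 4) in control cells and log2 changes of -0.42 with siYAP#1 (standard error 0.07, adjusted p = 0.0018) and -0.43 with siYAP#2 (standard error 0.07, adjusted p = 0.0023). CDK2, the kinase that starts S phase with cyclins E and A, had a control value of 10.07 ± 0.08 (SD, n = 4) and changes of -0.40 with siYAP#1 (standard error 0.05, adjusted p = 4.8e-04) and -0.35 with siYAP#2 (standard error 0.06, adjusted p = 0.0019). ORC1, a subunit of the complex that marks origins, fell further with siYAP#1 (-1.06, adjusted p = 1.1e-05) than with siYAP#2 (-0.54, adjusted p = 0.0017), a difference of -0.52 (standard error 0.09, adjusted p = 0.0017). DSCC1, part of a clamp loader for sister chromatid cohesion, had -0.87 and -0.87 (adjusted p = 0.0077 and 0.010). In the paper's RT-PCR, DSCC1 was the only candidate without a significant change.

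Of 15 origin licensing genes, 11 fell with siYAP#1 and 11 with siYAP#2, and none rose (12 and 11 lower when adjusted over the list alone). Licensing genes had median changes of -0.47 and -0.43 (camera, adjusted p = 1.8e-15 and 1.1e-08). With an estimated correlation the call held for siYAP#1 (adjusted p = 0.039) and was lost for siYAP#2 (adjusted p = 0.091). Across the 12 arrays 7 licensing genes were lower with siYAP#1 and 11 with siYAP#2, and with an estimated correlation the adjusted p was 0.051 and 0.092, under which it is called with neither siRNA. CDT1 and ORC1 were called with both siRNAs over 12 arrays, and the difference of ORC1 between the siRNAs was not (adjusted p = 0.11). CDK2 and DSCC1 were not called with siYAP#1 there (adjusted p = 0.17 and 0.12), and their values in siYAP#2 replicate 3 were 9.06 and 5.75, beside control means of 10.07 and 7.71.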

Additional genes critical to origin licensing and firing (DNA replication factor 1/CDT1, cyclin dependent kinase 2/CDK2) as well as homologous recombination (RAD51) were identified as YAP targets when the fold change threshold was lowered to 1.2 fold (Fig. 5C) [28,29]. We confirmed that many of these targets were down-regulated at the transcript level by qPCR (Fig. 5D). Furthermore, western blotting with commercially available antibodies for two of the replication origin function factors (MCM4 and CDC6) also showed decreased expression of these proteins in YAP-depleted cells (S8 Fig.). Thus, the HUVEC proliferation defects observed following YAP knockdown are associated with decreased expression of genes involved in DNA replication origin function and DNA repair.

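The replication-dependent histone genes, which are transcribed in S phase, fell with both siRNAs. H3C12, a histone H3 gene, had log2 changes of -0.71 with siYAP#1 (standard error 0.06, adjusted p = 2.3e-05) and -0.53 with siYAP#2 (standard error 0.06, adjusted p = 2.6e-04). The linker histone gene H1-5 had -0.65 and -0.56 (adjusted p = 3.7e-05 and 1.4e-04), and the histone H2B gene H2BC10 -0.56 and -0.61 (adjusted p = 3.6e-04 and 2.8e-04). Of 56 histone genes measured, 37 fell with siYAP#1 and 31 with siYAP#2, and none rose (the same counts when adjusted over the list alone). Medians over the histone genes were -0.32 and -0.31 (camera, adjusted p = 5.3e-29 and 1.1e-23, and adjusted p = 0.030 and 0.038 with an estimated correlation). In all 12 arrays, 26 and 33 were lower (32 and 39 when adjusted over the list alone), with a median of -0.37 for siYAP#2, and with an estimated correlation the adjusted p was 0.051 and 0.051. Histone genes are nearly alike in sequence, so that probes can be shared between members of a family.

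From the genes of origin function and homologous recombination that were lower in YAP-KD cells, together with qPCR and western blots, the paper concludes that the proliferation defects after YAP knockdown go with lower expression of genes of replication origin function and DNA repair.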

## Discussion

### YAP regulates HUVEC proliferation

Consistent with prior studies with mesothelioma cells [19], we found that YAP is required for cell cycle progression in human primary endothelial cells. BrdU analysis of YAP-KD HUVECs suggested that YAP is required during S-phase, and two sets of APH arrest experiments were conducted to distinguish the role of YAP in this process. The short-term APH arrest assessed the ability of YAP-KD mutants to reinitiate stalled S-phase. As both control and mutants groups recovered from the arrest with similar kinetics, we conclude that HUVECs can progress through S-phase independent of YAP. By contrast, YAP-KD cells were unable to begin S-phase following long-term APH block. Taken together, these APH synchronization experiments demonstrate that YAP controls cell proliferation at least partly by facilitating a G1-to-S transition.

Our results do not rule out the possibility that YAP could also act at other stages of the cell cycle. For example, although our microarray analysis did not identify G1 progression specific genes such as E2Fs, Rb or G1-phase cyclin and CDKs, YAP could be required for cells to move through the G1-phase of the cell cycle. Likewise, YAP could be acting during G2/M, a notion supported by the finding that the HUVEC microarray analysis identified several G2- and M-phase factors including *CDC25A*, *AURKA* (*AURORA KINASE A)* as genes whose expression was decreased with YAP-KD [30,31]. Nevertheless, as we did not detect reproducible alterations in G2/M progression in YAP-KD HUVECs, any effect on this phase of the cell cycle is likely to be small.

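Among the regulators of G1, E2F8, a repressor that E2F itself induces, had log2 changes of -0.79 with siYAP#1 (standard error 0.06, adjusted p = 1.3e-05) and -0.55 with siYAP#2 (standard error 0.07, adjusted p = 2.3e-04), and RBL1, the retinoblastoma relative p107, -0.65 and -0.52 (adjusted p = 0.0022 and 0.012). E2F4, a repressor of resting cells, had -0.41 and -0.27 (adjusted p = 1.8e-04 and 0.0036). CCND2, a D-type cyclin, rose with both siRNAs, by 0.50 and 0.91 (adjusted p = 0.010 and 3.1e-04). CDK6, a partner of the D-type cyclins, moved in opposite directions, by -0.91 with siYAP#1 (standard error 0.07, adjusted p = 1.2e-05) and 0.31 with siYAP#2 (standard error 0.07, adjusted p = 0.020). RB1, which holds E2F back, was lower with siYAP#1 only (-0.54 beside 0.04 with siYAP#2, a difference of -0.58, standard error 0.11, adjusted p = 0.0045), and CCND1 was higher with siYAP#1 only (0.35 beside -0.25, a difference of 0.60, standard error 0.04, adjusted p = 4.3e-06). CCNE2, an E-type cyclin that belongs to the origin firing list here, was lower with siYAP#2 (-1.06, standard error 0.15, adjusted p = 6.1e-04). It was not called with siYAP#1 (-0.23, adjusted p = 0.41).

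Of 22 G1 regulators, 6 fell and 3 rose with siYAP#1, and 5 fell and 3 rose with siYAP#2 (6 and 6 lower, 3 and 4 higher when adjusted over the list alone). Among the genes that the paper names, which need not be in this list, E2F2, E2F3, E2F5, E2F6, E2F7, CCND3, CCNE1 and MYC were called with neither siRNA. E2F1 was called with siYAP#2 only (-0.42, standard error 0.07, adjusted p = 0.0016). The list medians were -0.045 and -0.038 (camera, adjusted p = 0.051 and 0.18). When siYAP#2 replicate 3 was included, E2F8, RBL1, E2F4 and CCND2 kept their calls with both siRNAs, while RB1 with siYAP#1 (adjusted p = 0.12), E2F1 with siYAP#2 (adjusted p = 0.25) and CDK6 with siYAP#2 (0.07, adjusted p = 0.83) lost theirs. The difference of RB1 was then not called either (adjusted p = 0.24). The list medians were -0.045 and -0.11 over 12 arrays, where the adjusted p was 0.045 for each siRNA, and 0.098 with an estimated correlation, an adjusted p that ends the call.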

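AURKA, a kinase of spindle assembly, had a mean log2 value of 10.48 ± 0.08 (SD, n = 4) in control cells and log2 changes of -0.37 with siYAP#1 (standard error 0.07, adjusted p = 0.0065) and -0.59 with siYAP#2 (standard error 0.08, adjusted p = 4.6e-04). CDC25A, a phosphatase that activates cyclin-dependent kinases, had -0.29 with siYAP#1 (standard error 0.07, adjusted p = 0.024) and -0.32 with siYAP#2 (standard error 0.08, adjusted p = 0.021). CENPE, a kinesin of the kinetochore, had -0.43 and -0.86 (adjusted p = 0.048 and 0.0014) and the phosphatase CDC25C -0.41 and -0.66 (adjusted p = 0.0042 and 2.7e-04). The cyclins CCNB1 and CCNF had changes of -0.30 and -0.33 and of -0.27 and -0.32 (adjusted p = 0.0075, 0.0066, 0.036 and 0.018). FOXM1, a transcription factor of G2 and M phase genes, fell with siYAP#2 (-0.54, adjusted p = 6.3e-05) and stayed under 1.2-fold with siYAP#1 (-0.17, adjusted p = 0.047), and the siRNAs differed by 0.36 (standard error 0.05, adjusted p = 7.5e-04).

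Of 26 genes of the G2 and M phases, 15 fell with siYAP#1 and 16 with siYAP#2, and none rose (16 and 20 lower when adjusted over the list alone). Medians over these genes were -0.29 and -0.34 (camera, adjusted p = 2.9e-16 and 1.3e-17, and adjusted p = 0.0496 and 0.0461 with an estimated correlation). With the 12 arrays together, 4 were lower with siYAP#1 and 15 with siYAP#2, with medians of -0.29 and -0.50, and neither call held with an estimated correlation (adjusted p = 0.099 and 0.092). AURKA, CDC25A, CENPE, CDC25C, CCNB1 and CCNF were then called with siYAP#2 only, with adjusted p of 0.69, 0.38, 0.94, 0.25, 0.37 and 0.17 for siYAP#1, and the changes of AURKA and CENPE with siYAP#2 were -0.89 and -1.33.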

### Context-specific transcriptional regulation by the Hippo pathway

It is worth noting the variety and context-dependency of Hippo pathway target genes that have been reported [32–37]. Muramatsu et al. identified BIRC5 and CDKN2A/p21 as two significant targets of YAP that are responsible for modulating the survival and proliferation in KYSE170 cells [35]. In addition, the Hippo pathway target CTGF may also function as a driver of YAP-induced colon cell tumorigenesis [36]. Hao et al. reported that YAP can regulate multiple genes including BIRC5, ITGB2, IGFBP3 and p57 to promote survival and migration of MCF10A cells [37]. 

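BIRC5, which encodes survivin, fell with both siRNAs, with log2 changes of -0.26 with siYAP#1 (standard error 0.05, adjusted p = 0.0029) and -0.41 with siYAP#2 (standard error 0.05, adjusted p = 2.4e-04), and a second cluster of the gene was called with neither. IGFBP3, an insulin-like growth factor binding protein, had -0.41 with siYAP#1 (standard error 0.07, adjusted p = 0.0034) and -0.28 with siYAP#2 (standard error 0.08, adjusted p = 0.042). ITGB2, an integrin chain, and CDKN1C, which encodes p57, were called with neither siRNA (ITGB2 0.05 and 0.06, CDKN1C 0.07 and 0.01), nor were CCN2, the connective tissue growth factor, (-0.08 and -0.06) and CDKN2A, which encodes p16, (-0.06 and -0.34). CDKN1A, which encodes the cell cycle inhibitor p21, rose with siYAP#2 (0.80, standard error 0.06, adjusted p = 8.4e-06) and was not called with siYAP#1 (0.01, standard error 0.06, adjusted p = 0.96), and the siRNAs differed by -0.79 (standard error 0.06, adjusted p = 7.5e-06).

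Of 22 conserved targets of YAP, TAZ and TEAD, 2 fell and 4 rose with siYAP#1, and 6 fell and 1 rose with siYAP#2 (the same counts when adjusted over the list alone). TGFB2, a secreted growth factor, fell with both (-0.65 and -0.94, adjusted p = 0.021 and 0.0036), CCDC80 with siYAP#2 (-0.71, adjusted p = 5.0e-05), and NT5E rose with siYAP#1 (0.61, adjusted p = 8.3e-05). The list medians were 0.069 and 0.015 (camera, adjusted p = 0.066 and 0.26), and for siYAP#2 the mean was -0.09 and the direction of the test was down. Apart from YAP1, 2 of the other Hippo pathway components fell and 1 rose with siYAP#1, among them MOB1B (-0.62, adjusted p = 9.4e-05) and LATS2 (0.39, adjusted p = 1.6e-04). With siYAP#2, 1 fell, FRMD6 (-0.50, adjusted p = 4.9e-04), and 2 rose, STK4 and TEAD4 (0.42 and 0.28, adjusted p = 0.019 and 0.0060). With YAP1 itself in the list, its medians were -0.037 and -0.041 (camera, adjusted p = 0.039 and 0.045, and adjusted p = 0.18 and 0.19 with an estimated correlation, which ends both calls).

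With all 12 arrays IGFBP3 was not called with siYAP#2 (-0.20, adjusted p = 0.29), nor was STK4 (adjusted p = 0.15), TGFB2 was not called with siYAP#1 (adjusted p = 0.12), and the median of the YAP, TAZ and TEAD targets with siYAP#2 was -0.038 (camera, adjusted p = 0.015, and adjusted p = 0.41 with an estimated correlation). Of these targets 1 fell with siYAP#1 and none rose with siYAP#2. The medians of the Hippo list were -0.037 and -0.073, and its call was lost with siYAP#1 (camera, adjusted p = 0.052 and 0.0039, and adjusted p = 0.25 and 0.099 with an estimated correlation). The sign of the median of the targets with siYAP#2 turned between the sets of arrays and under a repeated quantile normalization.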

Interestingly, we did not detect any of these genes except BIRC5 in our HUVEC study, a discrepancy that may be the result of tissue-specific differences in YAP transcriptional outputs, since none of the aforementioned studies utilized HUVEC cells. Another reason that we identified a different set of YAP targets compared to other gene knockdown studies may involve differences in experimental design. Our study used an early time-point (30 h post-knockdown) in order to preferentially identify proximal targets, as opposed to other studies which examined cells between 48 h and 5 d after YAP knockdown [19,36]. Irrespective of these differences, the list of candidate genes we observed is most consistent with the one reported by Kapoor et al., which concluded that YAP cooperates with E2F1 in Kras induced pancreatic adenocarcinoma (PDAC) by modulating a large subset of E2F1 targets including Cdc6, Cdk1, Mcm complex components and Rad51 [20]. 

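The MCM helicase subunits fell together. The log2 changes were -0.75 and -0.52 for MCM2, -0.46 and -0.39 for MCM3, -0.56 and -0.51 for MCM5, -0.61 and -0.41 for MCM6 and -0.47 and -0.37 for MCM7 with siYAP#1 and siYAP#2, with adjusted p of 1.4e-05 and 2.5e-04 for MCM2 and at most 0.047 for the others. CDK1, the kinase that drives entry into mitosis, was lower with siYAP#1 (-0.64, standard error 0.18, adjusted p = 0.043) and was not called with siYAP#2 (-0.15, standard error 0.19, adjusted p = 0.82), and the difference of -0.49 (standard error 0.19, adjusted p = 0.14) between the siRNAs did not pass the test. Standard errors of the MCM changes lay between 0.04 and 0.12. In the full set of 12 arrays MCM2, MCM3, MCM5 and MCM7 were called with both siRNAs, MCM6 was called with siYAP#2 only (-0.62, and adjusted p = 0.13 with siYAP#1), and CDK1 with neither (-0.64 and -0.43, adjusted p = 0.37 and 0.45). In siYAP#2 replicate 3 the log2 value of CDK1 was 9.10 and that of MCM6 8.73, beside control means of 10.40 and 9.98.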

Taken together with the results of Kapoor et al., our study suggests that YAP regulates HUVEC cell proliferation via a specific set of E2F1-regulated cell cycle determinants.

### YAP controls S-phase entry by regulating the DNA replication machinery

Our microarray analysis suggested that the cell cycle defects following YAP-KD could be due to faulty licensing and/or firing of replication origins. Origin licensing involves the recruitment of a multi-protein complex (CDC6, CDT1 and MCM2–7) to DNA replication origins in a step-wise fashion [38–40]. YAP knockdown in HUVECs caused a reduction in, but not complete absence of, *CDC6*, *CDT1*, *MCM4* and *MCM10*, a finding that would be expected to result in a prolonged S-phase (secondary to a reduction in the number of origins). Instead, the YAP-KD phenotype is more consistent with defects related to origin firing, which marks the initiation of DNA synthesis and S-phase entry [38,41,42]. Even though origin firing is dependent on origin licensing, this process involves an overlapping set of factors including MCM2–7, CDC45, CDC7/DBF4 and S-phase CDK [28,41,43,44], without which S-phase cannot begin [28,41,43,44]. Significantly, our microarray identified MCM4, MCM10 and CDK2 as genes differentially expressed following YAP-KD. 

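CDC45, which joins the MCM helicase when an origin fires, fell with both siRNAs, with log2 changes of -0.71 with siYAP#1 (standard error 0.06, adjusted p = 2.8e-05) and -0.51 with siYAP#2 (standard error 0.07, adjusted p = 3.9e-04). GINS4, a subunit of the GINS complex of the active helicase, had -0.69 and -0.48 (adjusted p = 0.011 and 0.084). CDC7, the kinase that fires origins, was lower with siYAP#1 (-0.83, adjusted p = 1.6e-04) and not called with siYAP#2 (-0.26, adjusted p = 0.14), and the siRNAs differed by -0.57 (standard error 0.10, adjusted p = 0.0024). DBF4, its activating subunit, was called with neither (-0.22 and -0.25, adjusted p = 0.28 and 0.26). Of 16 origin firing genes, 12 fell with siYAP#1 and 11 with siYAP#2, and none rose (12 and 13 lower when adjusted over the list alone). Firing genes had median changes of -0.40 and -0.45 (camera, adjusted p = 8.4e-16 and 7.8e-14, and adjusted p = 0.043 and 0.0496 with an estimated correlation). Taking all 12 arrays, 7 were lower with siYAP#1 and 10 with siYAP#2 (median -0.57), and the calls were lost with an estimated correlation (adjusted p = 0.097 and 0.097). CDC45 and GINS4 kept both calls over 12 arrays, and the difference of CDC7 between the siRNAs was not called (adjusted p = 0.36).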

Although this result suggests that YAP is critical for origin firing, the fact that the microarray analysis identified both licensing and firing genes leaves open the possibility that YAP could play a significant role in both processes.

Interestingly, many of the differentially-expressed genes identified by microarray are also targets of E2F proteins [28,39,43,45,46]. Kapoor et al. recently demonstrated that YAP and E2F1 converge on a subset of target gene promoters in Kras-dependent pancreatic ductal adenocarcinoma [20]. Dominant negative E2F1 can mitigate the oncogenic effect of YAP in colony formation experiments [20]. In addition, ChIP-Seq experiments have identified YAP promoters as potential targets of several E2F proteins [47]. These data thus raise the possibility of crosstalk between the Hippo and E2F pathways in proliferation control.

One other notable observation is that approximately 25% of all differentially-expressed genes with an expression fold change of 1.2-fold or above following YAP-KD were up-regulated (Fig. 5B). Although these genes may not be direct YAP targets, reflecting instead a secondary response to YAP-KD, it is also possible that YAP may possess repressor functions that have yet to be described. Consistent with this notion, Zhao et al. also identified a substantial number of down-regulated genes in MCF10A cells with ectopic YAP [4], and in the future it will be important to determine whether YAP has both activating and repressive activities.

### DNA damage repair and YAP

Our microarray analysis also identified several factors involved in homologous recombination (HR) [29,48,49]. The HR pathway is a high-fidelity mechanism for fixing double stranded DNA breaks (DSB) using homologous templates. 

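BARD1, the partner of BRCA1, fell with both siRNAs, with log2 changes of -0.44 with siYAP#1 (standard error 0.09, adjusted p = 0.0071) and -0.80 with siYAP#2 (standard error 0.09, adjusted p = 2.0e-04), and BLM, a helicase that dissolves joint DNA molecules, had -0.82 and -0.35 (adjusted p = 4.4e-06 and 0.0017). Of 27 measured genes of homologous recombination, 16 fell with siYAP#1 and 12 with siYAP#2, where 1 rose (the same counts when adjusted over the list alone). The list medians were -0.29 and -0.23 (camera, adjusted p = 4.3e-16 and 5.0e-07). With an estimated correlation the call held for siYAP#1 (adjusted p = 0.030) and was lost for siYAP#2 (adjusted p = 0.091).

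The Fanconi anemia pathway, which repairs crosslinks between DNA strands, showed the same direction. FANCI, which marks stalled forks, had -0.69 and -0.52 (adjusted p = 2.0e-04 and 0.0020), and the ubiquitin-conjugating enzyme UBE2T -0.62 and -0.50 (adjusted p = 9.7e-04 and 0.0054). Of 12 genes 9 fell with siYAP#1 and 6 with siYAP#2, and none rose (9 and 7 lower when adjusted over the list alone). The medians were -0.50 and -0.37 (camera, adjusted p = 1.0e-08 and 1.6e-05, and adjusted p = 0.046 and 0.099 with an estimated correlation, which ends the call for siYAP#2).

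Of 23 genes of end joining and excision repair, 5 fell with siYAP#1, among them PRKDC, the DNA-dependent protein kinase (-0.45, adjusted p = 2.6e-04), and 1 with siYAP#2, the ligase LIG4 (-0.60, adjusted p = 0.0031), where 2 rose (the same counts when adjusted over the list alone). The medians were -0.13 and -0.051 (camera, adjusted p = 8.1e-06 and 0.40, and adjusted p = 0.061 and 0.69 with an estimated correlation). Of 5 genes of mismatch repair, 3 fell with siYAP#1 and 2 with siYAP#2, MSH6 (-0.37 and -0.33) and MSH3 (-0.35 and -0.30) with both (the same counts when adjusted over the list alone). Their medians were -0.29 and -0.010 (camera, adjusted p = 0.0017 and 0.40, and adjusted p = 0.22 and 0.70 with an estimated correlation).

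Counted over 12 arrays, 6 genes of homologous recombination were lower with siYAP#1 and 8 with siYAP#2, and 6 and 6 of the Fanconi anemia pathway, and the medians of homologous recombination were -0.29 and -0.47. With an estimated correlation the adjusted p was then 0.051 and 0.098 for homologous recombination and 0.097 and 0.099 for the Fanconi anemia pathway, so that none of these calls held. BARD1 was not called with siYAP#1 over 12 arrays (adjusted p = 0.23), while BLM, FANCI and UBE2T kept both calls. Of end joining and excision repair, 3 genes were lower with siYAP#1, and 3 were lower and 1 higher with siYAP#2, whose median was -0.16 (camera, adjusted p = 0.031, a call that was lost with an estimated correlation, adjusted p = 0.42). The median of mismatch repair with siYAP#2 was -0.23 over 12 arrays (camera, adjusted p = 0.052), and 0 and 1 of its genes were lower. MSH3 was called with neither siRNA there and MSH6 with siYAP#2 only (adjusted p = 0.54 and 0.13 for MSH3, 0.17 for MSH6 with siYAP#1).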

Among the differentially-expressed genes following YAP-KD were factors critical for the process of DNA strand invasion into the homologous chromosomes for repair, including BRCA1/2, RAD54L, EXO1 and RAD51 [29,48,49]. This result suggested that YAP may facilitate the repair of DSBs, a common event during S-phase, by regulating the core HR machinery. Notably, re-introduction of *YAP* in Jurkat and OCI/AML3 cells reinstated the cellular apoptotic programs upon DNA damage signals [50]. Loss of BRCA1/2 is known to lead to a higher predisposition to human breast and ovarian cancers [51–55]. Interestingly, studies of BRCA in non-small-cell lung cancer demonstrated that overabundance of BRCA is associated with more aggressive cancer [56]. Because YAP is elevated in many human tumors, including lung and ovarian cancers, YAP may play factor into the biology of these tumors as a regulator of HR genes in addition to its direct effects on the cell cycle.

### YAP and apoptosis

Numerous studies have demonstrated that Yap, in both *Drosophila* and mammals, exerts an anti-apoptotic effect [1,14,57]. For example, Yap transgenic livers are less sensitive to the effects of cell death inducers, possibly because Yap stimulates the expressions of survival genes including Survivin/Birc5 [5,14,19,20,58]. 

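Among other regulators of apoptosis, BAK1, which opens the outer mitochondrial membrane, rose with siYAP#2 (0.76, standard error 0.09, adjusted p = 3.0e-04) and was not called with siYAP#1 (0.23, adjusted p = 0.14). The death receptors FAS and TNFRSF10B rose with both siRNAs, FAS by 0.49 with siYAP#1 (standard error 0.10, adjusted p = 0.0083) and 1.30 with siYAP#2 (standard error 0.11, adjusted p = 1.6e-05) and TNFRSF10B by 0.34 and 0.55 (adjusted p = 0.0022 and 1.2e-04). BIRC2, an inhibitor of apoptosis, was called with neither (0.11 and -0.01, adjusted p = 0.33 and 0.99). Of 22 measured regulators of apoptosis, 2 fell and 3 rose with siYAP#1, and 1 fell and 5 rose with siYAP#2 (3 and 6 higher when adjusted over the list alone). Median changes were 0.039 (camera, adjusted p = 0.46) and 0.18 (camera, adjusted p = 9.8e-05, and adjusted p = 0.042 with an estimated correlation). When all arrays were used, FAS was not called with siYAP#1 (adjusted p = 0.17), and the median with siYAP#2 was 0.055 (camera, adjusted p = 0.042, and adjusted p = 0.28 with an estimated correlation). The list holds genes that promote and genes that prevent apoptosis, and the median with siYAP#2 turned negative when the arrays were centred on their medians.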

Despite the fact that our microarray analysis detected decreased expression of BIRC5 expression in YAP-KD cells (S1 Table), we did not detect any significant sign of apoptosis in siYAP#1 or siYAP#2 treated cells. Our findings thus suggest that in HUVECs, YAP is not required for survival. However, it will be interesting to determine whether loss of YAP will affect HUVEC cells following a death-inducing challenge.

## Materials and Methods

### Cell culture and cell growth curve

Human umbilical vein endothelial cells (HUVEC, CC-2517) were commercially purchased (Lonza, Allendale, NJ) and maintained on plates coated with 0.1% gelatin (Fisher Scientific, Pittsburgh, PA) with supplemented EGM2 media (Lonza). HeLa cells were maintained in 10% FBS (GE Healthcare, Logan, UT) and 1% Pen/Strep (Life Technology, Grand Island, NY). For aphidicolin arrest, HUVEC was treated with 5µM aphidicolin (EMD Millipore, Billerica, MA) for either 6 hour or 24 hour and then reintroduced to EGM2 media after PBS wash.

HUVECs were trypsinized and collected every 24 hours after siRNA transfection. Cell numbers were counted using Accuri C6 immediately after collection (BD Biosciences, San Jose, CA). Forward scatter and size scatter values were collected with cell count simultaneously.

### Yap siRNA constructs and delivery

Four different human Yap siRNA were designed and synthesized in RNA oligo duplex with dTdT modification on both 5′ and 3′ ends (Life Technology, Grand Island, NY). Sense strand sequences are as follows: siYAP: #1: 5′-GACAUCUUCUGGUCAGAGA-3′; siYAP #2: 5′-GCCACCAAGCUAGAUAAAGAA-3′; siYAP #3: 5′-GCUCAUUCCUCUCCAGCUU-3′; siYAP #4: 5′-CCCAGUUAAAUGUUCACCAAU-3′. RISC-free RNAi control was purchased from GE Healthcare Dharmacon (D-001220–01, Pittsburgh, PA). The siRNAs were reconstituted and stored according to vendor protocols. Lipofectamine RNAiMax was used to transfect RNAi oligos into HUVEC in culture (Life Technology).

### Antibodies

Primary antibodies used in western blots were as follows: rabbit CASPASE-3 (#9662, Cell Signaling), rabbit cleaved CASPASE 3 (#9661, Cell Signaling), rabbit CDC6 (#3387, Cell Signaling), mouse GAPDH (G8140, US Biological, Swampscott, MA), rabbit MCM4 (BD Pharmingen, San Jose, CA), mouse PCNA (sc-56, Santa Cruiz Biotechnology), rabbit and mouse Yap (sc-15407 and sc-101199, Santa Cruz Biotechnology, Santa Cruz; #4912 Cell Signaling, Danvers, MA; #2060, Epitomics, Burlingame, CA). All antibodies were used at 1:1000 except GAPDH which was 1:2000.

Secondary antibodies were purchased from Jackson ImmunoResearch (West Grove, PA). HRP-conjugated Donkey anti-rabbit IgG (711–036–152) and HRP-conjugated Donkey anti-mouse IgG (715–035–150) were used at 1:4000 to 1:5000 for western blots.

### BrdU immunofluorescence assay

BrdU stock was commercially purchased and added to cells at the concentration specified in vendor’s protocol for 1–2 hours (BD Bioscience, San Jose, CA). Cells were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) and washed with PBS. HCl was used to denature DNA for 20 minutes at room temperature (3N HCl, 0.5% Tween-20 and ddH2O) and neutralized with 0.1M sodium borate, pH 8.5. 1:50 Monoclonal BrdU antibody (MoBu-1, Life Technology, Grand Island, NY) and 488 conjugated donkey anti-mouse secondary (Jackson Immunoresearch, West Grove, PA) were incubated with cells at 37°C for 30min, respectively. The fluorescence images were taken on a standard fluorescence microscope and analyzed on ImageJ (Fiji).

### BrdU flow cytometry

BrdU stock was commercially purchased and added to cells at the concentration specified in vendor’s protocol for 1–2 hours (BD Bioscience, San Jose, CA). The incubated cells were processed either with BD Pharmigen FITC BrdU Flow Kit (559619) or HCl-based method. For the latter approach, cells were trypsinized and fixed with either 70% ethanol overnight in -20°C. Fixed cells were washed in washing buffer (1% BSA, 0.25% Triton-X and 1X PBS). DNA was denatured with HCl solution (3N HCl, 0.5% Tween-20 and ddH2O) for 20 minutes at room temperature. Denatured cells were then neutralized with 0.1M sodium borate, pH 8.5 for 2 minutes at room temperature. Alexa 488 conjugated BrdU antibody (B35139, Life Technology, Grand Island, NY) was added to cells at 1:50 dilution in wash buffer for 1 hour at room temperature in the dark. Cells were treated with propidium iodide for DNA counter staining and analyzed on FACS machine directly.

BrdU profiles were collected on BD FACS Calibur using Cell Quest software (BD Bioscience, San Jose, CA). BrdU was collected in FL1 channel (530/30nm) and propidium iodide in FL2 channel (585/42nm). The results were analyzed on FlowJo (Treestar, Ashland, OR) and Excel (Microsoft, Richmond, VA).

### Real-time PCR

RNA was extracted using RNease or miRNeasy kit (Qiagen, Valencia, CA) and reverse transcribed into cDNA with iScript Advanced cDNA Synthesis kit (Bio-Rad, Hercules, CA). The qPCR is performed using SyBr Green (Applied Biosystems, Bedford, MA) with ABI 7900HT or SsoAdvanced SyBr Green with CFX384 (Bio-Rad, Hercules, CA). See S3 Table for primer sequences.

### Microarray analysis

RISC-free control, siYAP#1 and siYAP#2 treated HUVECs were collected at 30 hours post siRNA transfection. RNA was extracted using the miRNeasy kit (Qiagen, Valencia, CA) submitted in biological quadruplicates for the microarray analysis. The microarray was performed by University of Pennsylvania Genomic Analysis Core using Affymetrix Human Exon Gene Chip 1.0 (Affymetrix, Santa Clara, CA). The raw array data was processed on Partek software at Penn Bioinformatics Core (Partek, St. Louis, MO). Additional bioinformatics analysis was performed using NIH DAVID Bioinformatics Resources database (http://david.abcc.ncifcrf.gov/) and Broad Institute Gene Set Enrichment Analysis (http://www.broadinstitute.org/gsea/index.jsp). The microarray data have been uploaded to the GEO repository (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61989).

## Supporting Information

S1 Fig Selecting HUVEC and siRNA for YAP function studies (see also Fig. 1). A. Immunoblot (IB) analysis assessing the levels of endogenous YAP and its response to VEGF in protein lysates extracted from different endothelial cell lines. YAP was expressed in HUVEC, HMVEC and HLVEC but not in MLEC. The presence of VEGF did not affect YAP expression in any of the endothelial lines examined. A lower molecular weight YAP band was detected in HLVEC which may be from IgG background or a cell line-specific YAP isoform. HUVEC: human umbilical vein endothelial cells. HMVEC: human microvascular endothelial cells. HLVEC: human liver vein endothelial cells. MLEC: mouse lung endothelial cells. GAPDH: loading control. B. IB analysis control for CASP3 antibody used in Fig. 1C. The siYAP#3 was one of the five siYAPs generated that consistently elicited extensive apoptotic responses in HUVECs. The CASP3 antibody was capable of detecting both full length and cleaved CASP3 in protein lysates extracted from HUVECs 48 hours post siRNA transfection. C. IB analysis for siRNA knockdown efficiency assessment in HUVEC and HeLa. Protein lysates were collected at 1, 2 or 3 days after siRNA transfection for IB analysis. The siYAPs was highly efficient in both cell lines starting 24 hours post knockdown. No endogenous YAP was detected at 48 and 72 hours after siRNA transfection. GAPDH: loading control.
(PDF) Click here for additional data file.

S2 Fig *YAP* knockdown leads to increase in cell sizes and loss of cycling cells (see also Fig. 1). A. Forward scatter (FSC) plot of controls and YAP-KD HUVECs from Day 0 to Day 5 post siRNA transfection in Fig. 1A. The FSC measurements of YAP-KD HUVECs were significantly higher than that of the control groups, suggesting that YAP-KD cells were likely larger in their sizes. *: p-value < 0.002. B. Immunofluorescence (IF) of BrdU stained cells used for quantification in Fig. 1A. Cells were first incubated with BrdU for 30 min and then fixed and stained for BrdU and DAPI. Representative images were used for visualization. The siYAP treated HUVECs contained significantly fewer BrdU+ cells than the control groups. DAPI: DNA marker.
(PDF) Click here for additional data file.

S3 Fig *YAP* deletion leads to G1 accumulation in HUVECs (see also Fig. 2). HUVEC BrdU FACS analysis of cell cycles in controls and YAP-KD cells. The % of cells in G1, S or G2/M was calculated as the ratio of the number of cells in each phase over the total number of cells counted. Y-axis: BrdU intensity (in units of 10), X-axis: propidium iodide (PI) marking DNA content; 2N = 400 arbitrary units, 4N = 800 arbitrary units. FACS gatings were annotated on the graphs. The images were representative results (N = 3). YAP-KD HUVECs begun to accumulate in G1 and to lose S-phase cells starting on Day 2 after siRNA transfection.
(PDF) Click here for additional data file.

S4 Fig YAP is not essential to HeLa proliferation (see also Fig. 2). A. HeLa BrdU FACS analysis of cell cycles in controls and YAP-KD cells. Y-axis: BrdU intensity (in units of 10), X-axis: propidium iodide (PI) marking DNA content; 2N = 400 arbitrary units, 4N = 800 arbitrary units. FACS gatings were annotated. The images were representative results (N = 3). B. Quantification of Part (A). The % of cells in G1, S or G2/M was calculated as the ratio of the number of cells in each phase over the total number of cells counted. The controls and YAP-KD HeLa cells exhibited normal cell cycle profiles from Day 1 to Day 3 post siRNA treatment, suggesting that YAP is not essential in HeLa proliferation.
(PDF) Click here for additional data file.

S5 Fig HUVEC S-phase progression is YAP-independent (see also Fig. 3). HUVEC BrdU FACS analysis of cell cycles in controls and YAP-KD cells with 6 hours of APH arrest. The acute APH arrest stalled HUVECs in S-phase (6hr APH). HUVECs begun recovery 3 hours after APH washout (Release 3hr). Both control and YAP-KD cells re-initiated early S phase after 3 hours of recovery and mid S phase after 6 hours, which suggests that HUVEC S-phase progression is likely YAP-independent. Y-axis: BrdU intensity (in units of 10), X-axis: propidium iodide (PI) marking DNA content; 2N = 400 arbitrary units, 4N = 800 arbitrary units. FACS gatings were annotated. The images were representative results (N = 3). Red arrow: early S-phase cells. Blue arrow: mid S-phase cells.
(PDF) Click here for additional data file.

S6 Fig YAP is required for HUVEC S-phase initiation (see also Fig. 4). HUVEC BrdU FACS analysis of cell cycles in controls and YAP-KD cells with 24 hours of APH arrest. The 24 hour APH incubation arrested cells predominantly in either G1 or G2/M (APH 24hr). Control HUVECs entered early S phase after 6 hours of APH removal (Release 6hr) and back to normal cell cycling after an additional 18 hours (Release 24hr). In contrast, YAP-KD mutants were unable to initiate S phase at 6 hours post APH washout and exhibited G1 accumulation at 24 hours post recovery. Y-axis: BrdU intensity (in units of 10), X-axis: propidium iodide (PI) marking DNA content; 2N = 400 arbitrary units, 4N = 800 arbitrary units. FACS gatings were annotated. The images were representative results (N = 3). Red arrow: early/mid S-phase cells.
(PDF) Click here for additional data file.

S7 Fig Microarray analysis of YAP deficient HUVECs (see also Fig. 5). A. RT-PCR assessing the level of *YAP* knockdown in HUVECs used for microarray at 30 hours post siRNA transfection. RNA was extracted from HUVECs and reverse-transcribed into cDNA before RT-PCR analysis. In comparison to both control groups, YAP-KD cells have lost approximately 90% of the endogenous *YAP* mRNA at the time of collection. Each condition contained biological quadruplicates (N = 4). B. Venn diagram (left panel) and association plot (right panel) of candidates with expression change above 1.5 fold in both siYAP#1 and siYAP#2. C. Venn diagram explaining the step-wise microarray result analysis. Fold change combination #1 (left): gene expression fold change > 1.5 in siYAP#1 and >1.2 in siYAP#2. Fold change combination #2 (right): gene expression fold change > 1.2 in siYAP#1 and >1.5 in siYAP#2. A significant overlapping (80–95%) in microarray candidate genes was observed between siYAP#1 and siYAP#2 in this step-wise analysis. D. Because the two siYAPs likely elicited different magnitudes of responses in HUVECs, only 70 common targets were generated under the stringent fold change threshold (>1.5 fold, panel B) in the Venn diagram analysis. However, the step-wise analysis from (panel C demonstrated that there is still significant overlapping between siYAP#1 and siYAP#2 array candidates. Linear associate plot of these 70 genes found that they were predominantly down-regulated with a small subset up-regulated. Only 4% were differentially regulated representing likely the off target effects of siRNAs.
(PDF) Click here for additional data file.

S8 Fig Loss of *YAP* leads to decreased MCM4 and CDC6 protein levels (see also Fig. 5). HUVEC IB analysis validating the microarray results using antibodies against MCM4 and CDC6. A significant loss of both MCM4 and CDC6 proteins was detected in siYAP treated HUVECs, which is consistent with the microarray analysis and cell cycle profiling results. GAPDH: loading control.
(PDF) Click here for additional data file.

S1 Table *YAP* microarray analysis candidate gene lists with gene expression change of 1.2 fold or above with a p-value less than 0.05 and a false discovery rate below 0.1. The “Down 1.2” tab contains all common genes between both siYAP#1 and siYAP#2 HUVECs with decreased expression change of 1.2 fold or more. The “Up 1.2” tab contains all common genes between both siYAP#1 and siYAP#2 HUVECs with increased expression change of 1.2 fold or more.
(XLS) Click here for additional data file.

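The S1 Table lists the transcript clusters that the paper calls lower, or higher, with both siRNAs, with a fold change for each siRNA. For its 652 rows, fold changes were computed from the group means of the deposited log2 values and compared with those of the table on the log2 scale. The table labels its second siRNA siYAP#5, which was read as siYAP#2. In its sheet of 194 higher clusters, the siYAP#5 column labelled fold change holds values up to 0.0992 and the column labelled as step-up p-values holds values from 1.20 to 3.46, and these columns were read as swapped. The matches for siYAP#2 rest on both readings. Without siYAP#2 replicate 3, 652 of the siYAP#2 fold changes lay within 0.001 of the paper's value (largest difference 5.8e-05). With all 4 siYAP#2 arrays, 6 did, and the largest difference was 0.69. Leaving out siYAP#2 replicate 1, 2 or 4 instead gave 1, 3 and 2. The siYAP#1 fold changes of all 652 rows lay within 0.001 with all 4 siYAP#1 arrays. Of the rows of the table, 652 were called in the same direction with both siRNAs by limma over 11 arrays and 405 over 12.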

S2 Table *YAP* microarray analysis candidate gene lists with gene expression change of 1.5 fold or above with a p-value less than 0.05 and a false discovery rate below 0.1. The “Down 1.5” tab contains all common genes between both siYAP#1 and siYAP#2 HUVECs with decreased expression change of 1.5 fold or more. The “Up 1.5” tab contains all common genes between both siYAP#1 and siYAP#2 HUVECs with increased expression change of 1.5 fold or more.
(XLS) Click here for additional data file.

S3 Table RT-PCR primer sequences for microarray result validation. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

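RNA of human umbilical vein endothelial cells was measured on 12 arrays, 4 for each of 3 conditions, the RISC-free control, siYAP#1 and siYAP#2, 30 h after transfection. The authors processed the raw arrays in Partek and deposited 1 log2 value per transcript cluster and array. The paper's text names neither the background correction nor the normalization nor the method of summarizing probes. The values lay between 3.55 and 14.19, and the medians of the arrays between 6.81 and 6.90, apart from siYAP#1 replicate 1 (6.98) and siYAP#2 replicate 3 (7.16). The cluster numbers are those of the Affymetrix Human Gene 1.0 ST array, which was checked against the annotation of that array, while the methods of the paper name the Human Exon Gene Chip 1.0. All 28549 clusters of the deposited table were tested and none was filtered out.

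Gene symbols were taken from the annotation of the clusters, where 19299 clusters had 1 symbol, and 19268 of these symbols were found in a table of RefSeq genes. A gene with several clusters was represented by its cluster with a single symbol and the highest mean over all 12 arrays, which left 18350 genes. Some genes of the lists, and some genes that the paper names, have no such cluster in this annotation and are not reported here.

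Group means were compared in limma 3.58.1 (R 4.3.3) with the functions lmFit and eBayes, in a single model with a mean for each group, so that the spread of a cluster was shared by the groups. All p-values printed with a log2 change are from limma's moderated test, two-sided, and were adjusted by the method of Benjamini and Hochberg over all clusters. A cluster was called at a fold change of at least 1.2, a p under 0.05 and an adjusted p under 0.1, and the count at a fold change of 1.5 kept the other thresholds. YAP1 was also compared by an exact permutation test. The siRNAs were compared with each other by the contrast of their means. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

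The comparison, the alternatives and 23 lists of genes were set before the data were examined, after the S1 and S2 Tables of the paper had been seen. Genes named in the text were taken from those given by a rule set at the same time. The marker genes COL1A1, CD68, POSTN, CD3D and NKG7 are not from it. The rule gives YAP1 and the genes that the paper names. It adds the 10 largest mean changes in each direction, called with both siRNAs and with no overlap of siYAP and control arrays. It adds the 3 largest differences in each direction among genes called in opposite directions, and the 5 largest between the siRNAs in each direction. Last come up to 4 called members of each list with the largest changes, with those the paper names. Not every gene that the rule gives is described. MARVELD2 (0.49 with siYAP#1 and -1.49 with siYAP#2 over 11 arrays) is among those left out. Leaving out siYAP#2 replicate 3 was among the alternatives set then. After the data were seen, the rule was applied to these 11 arrays as well, and values over 11 arrays are given first because the fold changes of the S1 Table match those arrays.

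Lists were tested with camera of limma, with a preset correlation of 0.01 between genes, and the p-values were adjusted over all lists and both siRNAs, or over all lists for the contrast between the siRNAs. A list was called at an adjusted p under 0.05. Each list was tested again with the correlation estimated from the data, and with fry, which tests whether the genes of a list move on balance in a single direction and does not compare them with other genes. The share of list members among the genes lower with both siRNAs was compared by Fisher's exact test. Of the lists used as controls, the housekeeping genes had medians of -0.0012 and 0.020 with siYAP#1 and siYAP#2 over 11 arrays and 0.00052 with siYAP#2 over 12. The markers of smooth muscle and fibroblasts had 0.071 and -0.051 over 11 arrays and 0.11 with siYAP#2 over 12, those of epithelium 0.067 and 0.019, and 0.15 over 12, and those of leukocytes 0.034 and 0.026, and 0.14 over 12. Of these lists, the leukocyte markers with siYAP#2 over 12 arrays were called (camera, adjusted p = 0.024, and adjusted p = 0.53 with an estimated correlation).

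The groups carry the same replicate numbers, which the paper does not describe as a pairing, and the arrays were treated as unpaired.

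The method was tested on simulated data, drawn from a normal distribution with the mean and residual spread of each cluster, with a log2 change of 0.5 added in both siRNA groups to 100 clusters and of 1 to 100 others, rising or falling. Of these, 52% and 84% were called with siYAP#1 and 52% and 87% with siYAP#2 over 12 arrays, with 23 and 24 false calls. Over 11 arrays the shares were 81% and 97% with siYAP#1 and 82% and 95% with siYAP#2, with 11 and 18 false calls. The number of arrays limits the precision.

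The alternatives were unmoderated ANOVA contrasts, each siRNA fitted with the control alone, the replicate number as a block, arrays centred on their medians, a repeated quantile normalization, clusters above the 25th percentile of mean value, clusters with 1 symbol, 1 cluster per gene, an adjusted p under 0.05, no fold-change threshold, limma-trend with robust eBayes, array weights, each array left out in turn, and the controls split between the siRNAs. Experiments on protein, BrdU uptake and qPCR, and the other cells of the paper, were not analysed here.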

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

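Chosen only after the result was seen were the test of siYAP#2 replicate 3 by the clusters that set siYAP#2 apart, the reading of its marker lists one by one with their bounds, the tests of the interferon response against the deeper loss of YAP1 and against siYAP#2 replicate 3, and that of lower replication genes against fewer cells in S phase and later phases.

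Dixon's test compares the gap between the array farthest from its group and its nearest neighbor with the range of the group, with a critical value of 0.83 for 4 arrays. Chance passes this value in about 1 in 20 groups. Of 81 tests, on 27 measures in 3 groups, 18 passed it, 9 of them for siYAP#2 replicate 3. That array passed it in its mean correlation with its own group (0.966) and in the mean log2 value of origin licensing (8.76), origin firing (8.49), the replication fork (9.06), homologous recombination (8.07), G2 and M phase (9.68), cholesterol synthesis (10.09), housekeeping genes (10.92) and smooth muscle and fibroblast markers (6.76). siYAP#1 replicate 1 passed it in its median (6.98), its interquartile range (3.4005), its correlation with its group (0.991) and the mean log2 value of housekeeping genes (11.11), smooth muscle and fibroblast markers (6.67) and leukocyte markers (6.01). The mean of the endothelial genes passed it for siYAP#1 replicate 2 (10.64). For RISC-free control replicate 4, those of endothelial activation (8.51) and of epithelial markers (7.08) did.

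The array of siYAP#2 replicate 3 stood apart from the rest of its group, and a monotone compression of its signal is argued against as the whole cause, since its mean Spearman correlation across clusters with the other siYAP#2 arrays was 0.967, beside at least 0.991 for every other array and its group. The means of the marker lists of leukocytes, of smooth muscle and fibroblasts, and of epithelium were higher in it (6.35, 6.76 and 7.54). In the other siYAP#2 arrays they were at most 5.95, 6.39 and 7.23. Outside the leukocyte list, single markers went both ways. COL1A1 (8.55 beside a mean of 7.60) and KRT19 (8.28 beside a mean of 7.65) were higher in this array. POSTN was lower (6.23 beside a mean of 7.51). ACTA2 (8.48 beside a mean of 8.58) and CD68 (9.74 beside a mean of 9.72) stayed near. For CD68 this was an excess of 0.405 over clusters of the same level. Each measured leukocyte marker was higher in this array, CD68 the least (by 0.02) and NKG7 the most (by 1.07). The median excess over clusters of the same level was 0.139 for leukocytes and 0.189 for smooth muscle and fibroblasts. Their upper bounds of 0.292 and 0.416 (bootstrap over genes) lay below the 0.5 taken as the level such RNA needs. For epithelium (0.186) the bound of 0.501 passed it. Single excesses ran from -0.238 (CD3D) to 0.658 (NKG7) for leukocytes. For smooth muscle and fibroblasts they ran from -1.69 (POSTN) to 0.993 (COL1A1). The members thus spread too widely for these medians to decide, and such RNA cannot be told apart from the shift of the array. A control or siYAP#1 array under this label is argued against by clusters that set siYAP#2 apart from both other groups by 2-fold or more. These clusters were chosen for each array with that array left out. On its 46 clusters, siYAP#2 replicate 3 lay on the siYAP#2 side of the midpoint for 93.5%. Each control or siYAP#1 array did so for at most 4.17% of its own 45 to 49 clusters. Over all 3178 clusters called between the siRNAs, replicate 3 lay nearest to the siYAP#2 mean for 44.4%, between the shares set for either answer. Its deviation from the group mean correlated with that of siYAP#1 replicate 1 (r = 0.779 across clusters, which are not independent replicates), and a shared technical source of these arrays may be open, as no date or batch is given; no biological explanation was tested.

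Genes of the interferon response were higher with siYAP#2 than with siYAP#1, with a median difference, siYAP#1 minus siYAP#2, of -0.34 over 12 arrays. If the deeper loss of YAP1 with siYAP#2 were the cause and the response in proportion to it, the ratio of the list's medians, siYAP#1 to siYAP#2, would be at least 0.5, as that of the YAP1 changes is (0.809 over 11 arrays), and it was 0.248 over 11 arrays (bootstrap over genes, which move together, upper bound 0.387) and 0.305 over 12, but with 1 depth per siRNA a response out of proportion to the loss cannot be told apart from another property of the siRNA. Without siYAP#2 replicate 3 the median difference was -0.44 and 21 of 29 genes were lower with siYAP#1, beside 12 over 12 arrays (camera without the array, adjusted p = 4.4e-15, and adjusted p = 0.14 with an estimated correlation, which ends the call, as it does with the array, where adjusted p = 0.16). Since the median difference is not smaller without this array, the array alone is argued against as its source. A response to the siRNA duplex itself may remain open and was not tested, as was the match of the siRNA seeds to transcripts.

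Lower replication genes with both siRNAs would also be found if fewer cells were in S phase and in the phases after it. In that case the genes of G2 and M phase would fall too, and the highest of their medians over both siRNAs and both sets of arrays was -0.285, below the -0.1 that this explanation needs. The paper's own flow cytometry gives fewer cells in S phase and an unchanged share in G2 and M, and the paper states a small loss of proliferation at the time of the arrays, which speaks against fewer cells in G2 and M as the reason. Fewer cells in S phase and regulation of the genes by YAP may both remain open, and the arrays do not separate these.

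The siRNAs differed in 2131 clusters over 12 arrays. Differences of list medians, siYAP#1 minus siYAP#2, passed camera at the preset correlation for G2 and M phase (0.18), the YAP, TAZ and TEAD targets (0.028), the p53 targets (-0.37), the endothelial genes (0.12) and endothelial activation (0.35). With an estimated correlation none of these passed over 12 arrays, with adjusted p of 0.76, 0.59, 0.13, 0.19 and 0.074. Over 11 arrays G2 and M phase did not pass camera at the preset correlation (0.058, adjusted p = 0.105). Origin licensing (-0.16), homologous recombination (-0.12), end joining and excision repair (-0.11) and apoptosis regulators (-0.11) then passed (camera, adjusted p = 0.024, 0.0064, 0.0056 and 0.0029). With an estimated correlation only the p53 targets passed over 11 arrays (adjusted p = 0.022).

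Signals outside the genes that the paper discusses were the lists of replication-dependent histones (medians of -0.32 with siYAP#1 and -0.37 with siYAP#2 over 12 arrays), the interferon response (0.17 and 0.55), cholesterol synthesis (0.22 and 0.22), cytosolic heat shock proteins (-0.18 and -0.20) and endothelial activation (0.19 and -0.22). They passed camera at the preset correlation and not with an estimated one over 12 arrays.

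Chance is unlikely as the source of the numbers of called clusters, but splits this few cannot exclude it, and some other splits gave many calls too. The real split was the only 1 of 35 splits of the 8 arrays with 1229 calls or more for siYAP#1, where the highest other gave 0, and for siYAP#2 the only 1 with 2180, where the highest other gave 10. For clusters called with both, it was the only 1 of 100 splits of the 12 arrays, with 497 and a highest other of 369. Over 11 arrays the highest others were 1, 761 and 597, beside 2289, 2724 and 900 in the real groups.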

How the results depend on the processing

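Chosen after seeing the data were the fits of unmoderated ANOVA contrasts, the replicate block and array weights over 11 arrays, the fit over 10 arrays, and the count of clusters with a p under 0.05 and an adjusted p under 0.1 with both siRNAs before the fold-change thresholds are applied. The results to which the alternatives are compared are those over 12 arrays.

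No named gene changed its direction past a threshold under the alternatives run for named genes, which leave out the split controls, the order of criteria and the list tests. Over these genes and alternatives, 8708 comparisons kept the side of the threshold, 396 lost the call and 358 gained one. The lists of origin licensing, origin firing, replication fork and dNTP synthesis, homologous recombination, Fanconi anemia pathway, G2 and M phase, replication-dependent histones, cholesterol synthesis, cytosolic heat shock proteins and endothelial activation kept their direction and their call with both siRNAs under each alternative run for lists except the estimated correlation. Lists were not run with unmoderated ANOVA contrasts, 1 cluster per gene, an adjusted p under 0.05, no fold-change threshold or split controls. The values of lists are medians of log2 changes. Changes of sign are given for lists called in at least 1 of the fits compared, and medians called in neither changed sign as well under some alternatives, namely those of p53 targets with siYAP#1, housekeeping genes with both siRNAs, smooth muscle and fibroblast markers with both siRNAs, epithelial markers with both siRNAs and mismatch repair with siYAP#2.

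With each siRNA fitted with the control alone, there were 2099 clusters called with siYAP#1 and 243 at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2. Of the lists, no longer called were G1 regulators (-0.045) with siYAP#1. Newly called were Hippo pathway components (-0.037) with siYAP#1. With the arrays centred on their medians, there were 461 clusters called with siYAP#1, 1266 with siYAP#2, 195 with both, 146 lower with both, 34 higher with both, 15 in opposite directions, 50 with both at 1.5-fold, 1098 between the siRNAs, 76 at 1.5-fold with siYAP#1 and 1.2-fold with siYAP#2 and 77 at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2. Lists that lost their call were mismatch repair (-0.31) with siYAP#1, and end joining and excision repair (-0.23) and G1 regulators (-0.18) with siYAP#2. A call was gained for Hippo pathway components (-0.057) with siYAP#1. Among called lists, the sign changed for apoptosis regulators (-0.017) with siYAP#2. With a repeated quantile normalization, there were 223 higher with both and 76 in opposite directions. The call was lost for G1 regulators (-0.053) with siYAP#1, and end joining and excision repair (-0.095), G1 regulators (-0.071) and leukocyte markers (0.082) with siYAP#2. Lists that gained a call were YAP, TAZ and TEAD targets (0.067) with siYAP#1, and endothelial genes (0.14) with siYAP#2. Of opposite sign among called lists were YAP, TAZ and TEAD targets (0.014) and Hippo pathway components (0.026) with siYAP#2. The shares lower and higher with both were 74.9% and 17.4% with median centring and 47.7% and 39.0% with the repeated quantile normalization, beside 64.4% and 26.0% without either. The cause was not tested.

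With array weights, there were 2683 clusters called with siYAP#1, 3362 with siYAP#2, 1150 with both, 630 lower with both, 355 higher with both, 165 in opposite directions, 3692 between the siRNAs, 204 at 1.5-fold with siYAP#1 and 1.2-fold with siYAP#2 and 315 at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2. Of the lists, no longer called were G1 regulators (-0.084) with siYAP#1, and end joining and excision repair (-0.064), G1 regulators (-0.056), Hippo pathway components (-0.033) and leukocyte markers (0.017) with siYAP#2. Newly called were YAP, TAZ and TEAD targets (0.080) with siYAP#1, and endothelial genes (0.093) with siYAP#2. Among called lists, the sign changed for YAP, TAZ and TEAD targets (0.025) with siYAP#2. With limma-trend and robust eBayes, newly called were Hippo pathway components (-0.037) and smooth muscle and fibroblast markers (0.071) with siYAP#1, and mismatch repair (-0.23) with siYAP#2. At an adjusted p under 0.05, there were 30 in opposite directions. Over clusters above the 25th percentile, no longer called were G1 regulators (-0.045) with siYAP#1, and end joining and excision repair (-0.16), G1 regulators (-0.11), YAP, TAZ and TEAD targets (-0.038) and leukocyte markers (0.18) with siYAP#2. Over clusters with 1 gene symbol, no longer called were G1 regulators (-0.045) with siYAP#1, and end joining and excision repair (-0.16), G1 regulators (-0.11) and apoptosis regulators (0.055) with siYAP#2. Dim clusters limit the counts little, as 511 clusters above the 25th percentile were called with both, beside 497 of all. The cause was not tested.

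The labels give the groups the same replicate numbers, 1 to 4. Whether these numbers pair the arrays was checked by correlating the deviations of the arrays from their group means over all clusters. For the 12 pairs of arrays with the same number in different groups, the correlation ran from -0.61 to 0.61, beside -0.76 to 0.78 for the 36 pairs with different numbers, and no array correlated best with its own number in both other groups. A pairing by number was thus not seen. The check cannot exclude it, since the largest correlations were those of siYAP#1 replicate 1 with siYAP#2 replicates 3, 2 and 4 (0.78, -0.76 and -0.74). Deviations of these arrays could hide a weaker pairing. With the replicate number as a block, which pairs arrays by a number that may not mark a pairing, there were 27 in opposite directions. Lists that lost their call were G1 regulators (-0.045) with siYAP#1, and G1 regulators (-0.11) with siYAP#2. The replicate block changed the call of no other list and moved no other count by more than 1.5 times. It ended 32 calls of named genes with an siRNA and added 0, and the changes themselves stayed the same.

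With an estimated correlation, no longer called were origin licensing (-0.47), origin firing (-0.40), replication fork and dNTP synthesis (-0.53), homologous recombination (-0.29), Fanconi anemia pathway (-0.50), end joining and excision repair (-0.13), mismatch repair (-0.29), G2 and M phase (-0.29), G1 regulators (-0.045), replication-dependent histones (-0.32), interferon response (0.17), cholesterol synthesis (0.22), cytosolic heat shock proteins (-0.18), endothelial genes (0.24) and endothelial activation (0.19) with siYAP#1, and origin licensing (-0.51), origin firing (-0.57), replication fork and dNTP synthesis (-0.40), homologous recombination (-0.47), Fanconi anemia pathway (-0.42), end joining and excision repair (-0.16), G2 and M phase (-0.50), G1 regulators (-0.11), replication-dependent histones (-0.37), YAP, TAZ and TEAD targets (-0.038), Hippo pathway components (-0.073), p53 targets (0.44), apoptosis regulators (0.055), interferon response (0.55), cholesterol synthesis (0.22), cytosolic heat shock proteins (-0.20), endothelial activation (-0.22) and leukocyte markers (0.14) with siYAP#2. The adjusted p of all lists then ran from 0.051 to 0.83. With fry in place of camera, no longer called were mismatch repair (-0.29) and interferon response (0.17) with siYAP#1, and end joining and excision repair (-0.16), YAP, TAZ and TEAD targets (-0.038) and leukocyte markers (0.14) with siYAP#2. A call was gained for Hippo pathway components (-0.037) with siYAP#1. A preset correlation sets the same correlation between genes for each list, which the estimated one does not.

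In the 6 assignments of 2 controls to each siRNA, the numbers of clusters were in turn 220, 223, 205, 228, 222 and 200 called with both, 142, 139, 138, 143, 147 and 129 lower with both, 60, 63, 55, 60, 56 and 54 higher with both and 18, 21, 12, 25, 19 and 17 in opposite directions. Fewer control arrays in each comparison make the test weaker by construction.

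With unmoderated ANOVA contrasts over 11 arrays, there were 1989 clusters called with siYAP#1, 756 with both, 194 higher with both and 104 in opposite directions. Over 10 arrays, without siYAP#1 replicate 1 as well, there were 2591 clusters called with siYAP#1, 1077 with both, 580 lower with both, 333 higher with both, 164 in opposite directions, 3505 between the siRNAs, 197 at 1.5-fold with siYAP#1 and 1.2-fold with siYAP#2 and 287 at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2. The call was lost for G1 regulators (-0.095) with siYAP#1, and end joining and excision repair (-0.051), G1 regulators (-0.038), Hippo pathway components (-0.041) and leukocyte markers (0.026) with siYAP#2. Of opposite sign among called lists were YAP, TAZ and TEAD targets (0.015) with siYAP#2. With the replicate block over 11 arrays, there were 2291 clusters called with siYAP#1, 868 with both, 503 lower with both, 231 higher with both, 134 in opposite directions, 3345 between the siRNAs and 249 at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2. Of the lists, no longer called were G1 regulators (-0.045) with siYAP#1, and end joining and excision repair (-0.0050), G1 regulators (-0.075), Hippo pathway components (-0.055) and leukocyte markers (0.025) with siYAP#2. Lists that gained a call were Hippo pathway components (-0.037) with siYAP#1. Among called lists, the sign changed for YAP, TAZ and TEAD targets (0.011) with siYAP#2. With array weights over 11 arrays, there were 2693 clusters called with siYAP#1, 3406 with siYAP#2, 1159 with both, 627 lower with both, 362 higher with both, 170 in opposite directions, 3730 between the siRNAs, 204 at 1.5-fold with siYAP#1 and 1.2-fold with siYAP#2 and 317 at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2. Lists that lost their call were G1 regulators (-0.085) with siYAP#1, and end joining and excision repair (-0.057), G1 regulators (-0.068), Hippo pathway components (-0.036) and leukocyte markers (0.014) with siYAP#2. Newly called were YAP, TAZ and TEAD targets (0.079) with siYAP#1, and endothelial genes (0.092) with siYAP#2. Of opposite sign among called lists were YAP, TAZ and TEAD targets (0.022) with siYAP#2.

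Each array was left out in turn. Clusters called with siYAP#1 ran from 841 to 2289, and moved by more than 1.5 times without siYAP#2 replicate 3 (2289). Clusters called with both siRNAs ran from 331 to 900, and moved by more than 1.5 times without RISC-free control replicate 3 (331) and siYAP#2 replicate 3 (900). Clusters lower with both ran from 221 to 540, and moved by more than 1.5 times without siYAP#2 replicate 3 (540). Clusters higher with both ran from 84 to 232, and moved by more than 1.5 times without RISC-free control replicate 3 (84) and siYAP#2 replicate 3 (232). Clusters in opposite directions ran from 24 to 128, and moved by more than 1.5 times without RISC-free control replicate 1 (24), RISC-free control replicate 2 (25), RISC-free control replicate 3 (26), siYAP#1 replicate 2 (29), siYAP#2 replicate 1 (31) and siYAP#2 replicate 3 (128). Clusters at 1.2-fold with siYAP#1 and 1.5-fold with siYAP#2 ran from 115 to 250, and moved by more than 1.5 times without siYAP#2 replicate 3 (250). Among the lists, with the range of the median, the call, or the sign of a called list, changed for mismatch repair with siYAP#1 (-0.34 to -0.22) without siYAP#1 replicate 1 (-0.22) and G1 regulators with siYAP#1 (-0.095 to -0.0045) without RISC-free control replicate 2 (-0.037), siYAP#1 replicate 1 (-0.095) and siYAP#2 replicate 3 (-0.045). They changed also for YAP, TAZ and TEAD targets with siYAP#1 (0.056 to 0.088) without RISC-free control replicate 4 (0.088) and Hippo pathway components with siYAP#1 (-0.066 to -0.024) without RISC-free control replicate 2 (-0.035), siYAP#1 replicate 2 (-0.039), siYAP#1 replicate 3 (-0.025), siYAP#2 replicate 2 (-0.037) and siYAP#2 replicate 3 (-0.037). Further lists whose call changed were smooth muscle and fibroblast markers with siYAP#1 (-0.013 to 0.099) without RISC-free control replicate 4 (0.051), siYAP#1 replicate 2 (0.088), siYAP#1 replicate 3 (0.091) and siYAP#1 replicate 4 (0.099) and end joining and excision repair with siYAP#2 (-0.22 to -0.051) without RISC-free control replicate 1 (-0.16), RISC-free control replicate 3 (-0.15) and siYAP#2 replicate 3 (-0.051). Last came mismatch repair with siYAP#2 (-0.33 to -0.010) without RISC-free control replicate 4 (-0.22), siYAP#2 replicate 1 (-0.27), siYAP#2 replicate 2 (-0.33) and siYAP#2 replicate 4 (-0.31) and G1 regulators with siYAP#2 (-0.14 to -0.038) without RISC-free control replicate 1 (-0.094), RISC-free control replicate 2 (-0.12), RISC-free control replicate 3 (-0.12), siYAP#2 replicate 1 (-0.097) and siYAP#2 replicate 3 (-0.038). The call moved as well for YAP, TAZ and TEAD targets with siYAP#2 (-0.064 to 0.015) without siYAP#2 replicate 3 (0.015) and apoptosis regulators with siYAP#2 (0.013 to 0.18) without siYAP#2 replicate 1 (0.071), siYAP#2 replicate 2 (0.013) and siYAP#2 replicate 4 (0.019). In addition it moved for leukocyte markers with siYAP#2 (0.026 to 0.19) without siYAP#2 replicate 3 (0.026). Where the omitted array belongs to the other siRNA, only the shared spread changes. The cause was not tested.

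Matches of the siRNA seeds to transcripts, by 7 or 6 bases, were not run, since no transcripts with untranslated regions were used here.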

Differences from the paper's values

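All values here are over 12 arrays at the paper's thresholds unless another setting is named. Within means a value that does not differ from the paper's by more than 1.5 times. Chosen after seeing the values were all fits over 11 arrays with another test, a block or weights, the fit over 10 arrays, and the order of criteria in which significance with both siRNAs is required first.

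The paper's number of genes called with both siRNAs is 756, and the value here is 497. Of the alternatives set before the data were examined, those within the paper's value were each siRNA fitted with the control alone (550), a repeated quantile normalization (572), clusters above the 25th percentile (511), no fold-change threshold (638) and leaving out siYAP#2 replicate 3 (900). It differed with unmoderated ANOVA contrasts (426), the replicate block (340), arrays centred on their medians (195), clusters with 1 gene symbol (498), 1 cluster per gene (473), an adjusted p under 0.05 (369), limma-trend (455) and array weights (1150), and leaving out each of the other arrays (331 to 503). Chosen after seeing the values, unmoderated ANOVA contrasts over 11 arrays gave 756, equal to the paper's, the replicate block over 11 arrays 868, dropping 14 of the 652 rows of the paper's S1 Table, and the fit over 10 arrays 1077, dropping 44, while array weights over 11 arrays (1159) differed. Of the 652 rows of the paper's S1 Table, the unmoderated contrasts over 11 arrays call all 652 in the same direction and so drop 0.

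The paper's S1 Table holds 194 clusters higher with both siRNAs, beside 129 here. Within the paper's value were each siRNA fitted with the control alone (133), a repeated quantile normalization (223), clusters above the 25th percentile (133), no fold-change threshold (187), leaving out RISC-free control replicate 4 (145), leaving out siYAP#1 replicate 1 (137) and leaving out siYAP#2 replicate 3 (232). It differed with unmoderated ANOVA contrasts (118), the replicate block (89), arrays centred on their medians (34), clusters with 1 gene symbol (129), 1 cluster per gene (121), an adjusted p under 0.05 (98), limma-trend (119) and array weights (355), and leaving out each of the other arrays (84 to 127). Chosen after seeing the values, unmoderated ANOVA contrasts over 11 arrays gave 194, dropping 0 of the paper's rows, and the replicate block over 11 arrays 231, dropping 14, while the fit over 10 arrays (333) and array weights over 11 arrays (362) differed.

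The paper states that 70% of the genes changed with either siRNA were changed with both. Taken over the clusters called with at least 1 siRNA, the share here is 17.1%. No alternative set before the data were examined came within the paper's value on this reading (12.7% to 23.5%). Requiring significance with both siRNAs first, chosen after seeing the values, gave 83.4% with limma over 12 arrays, 65.4% with limma over 11 and 64.3% with unmoderated contrasts over 11, where the 12-array fit drops 247 of the rows of the S1 Table and the 11-array fits 0. The paper's wording can also be read as a share of the calls of each siRNA. Read so, the shares for siYAP#1 and siYAP#2 were 40.4% and 22.8% over 12 arrays, and 39.3% and 33.0% over 11. Which reading the paper means cannot be told.

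For genes changed by 1.5-fold with either siRNA, the paper's number is 353 and the value here 938. No alternative set before the data were examined came within it (735 to 1082). Requiring significance with both siRNAs first, chosen after seeing the values, gave 353 with unmoderated contrasts over 11 arrays. This equals the paper's number and drops 0 of its S1 Table rows. Limma in this order gave 416 over 11 arrays, and 216 over 12, which differs. Without this order, the unmoderated fit over 11 arrays also called 353 clusters at 1.5-fold with siYAP#1. The number 353 thus does not single out the order.

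The paper's share of 1.5-fold siYAP#1 genes changed by 1.2-fold with siYAP#2 is 95%, beside 45.1% here, and no alternative set before the data were examined came within it (34.3% to 58.0%). With significance required with both first, chosen after seeing the values, it was 97.7% over 12 arrays with limma, 96.4% over 11 with limma and 95.8% over 11 with unmoderated contrasts, dropping 247 of the S1 Table rows over 12 arrays and 0 over 11.

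Among genes past 1.5-fold with both siRNAs, the paper's share with opposite directions is 4%, beside 2.5% here. Within it were unmoderated ANOVA contrasts (2.94%), the replicate block (3.08%), a repeated quantile normalization (4.76%), an adjusted p under 0.05 (2.99%), leaving out RISC-free control replicate 1 (3.03%), leaving out RISC-free control replicate 2 (4.35%), leaving out RISC-free control replicate 3 (3.23%), leaving out siYAP#1 replicate 1 (5.19%), leaving out siYAP#1 replicate 2 (2.94%), leaving out siYAP#1 replicate 4 (2.82%), leaving out siYAP#2 replicate 1 (2.82%) and leaving out siYAP#2 replicate 3 (5.26%). It differed with each siRNA fitted with the control alone (2.35%), arrays centred on their medians (2.0%), clusters above the 25th percentile (2.3%), clusters with 1 gene symbol (2.41%), 1 cluster per gene (2.63%), no fold-change threshold (2.5%), limma-trend (2.53%) and array weights (6.74%), and leaving out each of the other arrays (1.39% to 2.53%). Chosen after seeing the values, unmoderated contrasts over 11 arrays gave 4.29% and the replicate block over 11 arrays 5.33%, dropping 0 and 14 of the S1 Table rows, while the fit over 10 arrays (9.76%) and array weights over 11 arrays (7.69%) differed.

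The number of genes changed with siYAP#1 alone is the paper's about 330 in Fig. 5A, read by eye, and 732 here. Within it were arrays centred on their medians (266) and leaving out siYAP#1 replicate 2 (483), and the other alternatives set before the data were examined ran from 516 to 1549. Requiring significance with both first, chosen after seeing the values, gave 66, 170 and 150 with limma over 12 arrays, limma over 11 and unmoderated contrasts over 11, which all differ. For siYAP#2 alone it is the paper's about 270 in Fig. 5A, read by eye, and 1683 here, with no alternative set before the data were examined within it (1004 to 2212). The same order of criteria, chosen after seeing the values, gave 269 with unmoderated contrasts over 11 arrays, which is close to the value read by eye. The same setting gave 150 for siYAP#1 alone. For siYAP#2 alone, limma over 11 arrays gave 307. Both of these fits drop 0 of the S1 Table rows. Limma over 12 arrays gave 33, which differs.

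The paper states that its arrays did not identify genes of G1 progression such as E2Fs, Rb or G1 cyclins and kinases. Over 12 arrays, E2F8 (log2 changes of -0.79 and -0.65 with siYAP#1 and siYAP#2), E2F4 (-0.41 and -0.27), RBL1 (-0.65 and -0.71) and CCND2 (0.50 and 0.79) were called with both siRNAs, while E2F1, E2F2, E2F3, E2F5, E2F6, E2F7, CCND3, CCNE1 and RB1 were called with neither. CCND1, CCNE2, CDK2, CDK4 and CDK6 were called with a single siRNA. Of the 22 G1 regulators, 5 were lower and 2 higher with siYAP#1, and 4 and 2 with siYAP#2. Of the 652 rows of the S1 Table, 405 were called in the same direction with both siRNAs over 12 arrays and all over 11. Among the genes that the paper names as lower, MCM2, MCM3, MCM4, MCM7, MCM10, CDT1, CDC45, BRCA1, RAD54L, EXO1 and BIRC5 were called with both siRNAs over 12 arrays. CDC6, DSCC1, CCNB1, CCNF, AURKA and CDC25A were called with siYAP#2 alone over 12 arrays, where siYAP#1 gave log2 changes of -1.003, -0.87, -0.30, -0.27, -0.37 and -0.29, and with both siRNAs over 11. For DSCC1 the paper's RT-PCR gave no significant change. Fig. 5C lists CDK1 too, and here CDK1 was called with neither over 12 arrays (-0.64 and -0.43) and with siYAP#1 alone over 11. It names IGFBP3 among YAP targets of other cells that its arrays did not identify, and IGFBP3 was lower with siYAP#1 over 12 arrays (-0.41) and with both over 11, while CCN2, ITGB2, CDKN2A and CDKN1C, which it names too, were called with neither. CDKN1A, which encodes p21, was higher with siYAP#2 alone (0.01 and 0.75), and BIRC5, the exception it makes, was lower with both (-0.26 and -0.36).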

Other observations

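Of 19 genes of endothelial activation, which cytokines induce, 7 rose and 2 fell with siYAP#1 over 11 arrays, and 1 rose and 6 fell with siYAP#2 (8 higher and 7 lower when adjusted over the list alone). ICAM1, an adhesion molecule for leukocytes, rose with both siRNAs, by log2 changes of 0.85 with siYAP#1 (standard error 0.08, adjusted p = 6.0e-05) and 0.56 with siYAP#2 (standard error 0.09, adjusted p = 0.0014). PTX3, a secreted pattern recognition protein, fell with both, with log2 changes of -0.68 and -0.73 (adjusted p = 2.1e-04 and 1.9e-04), as did the cytokine IL6, with -0.56 and -0.71 (adjusted p = 0.0047 and 0.0015). The list medians over 11 arrays were 0.19 and -0.17 (camera, adjusted p = 0.0044 and 0.0018, and adjusted p = 0.18 and 0.16 with an estimated correlation, which ends both calls). Between the siRNAs the median difference was 0.29 (adjusted p = 1.1e-06, and adjusted p = 0.14 with an estimated correlation). ICAM1, PTX3 and IL6 were called with both siRNAs over 12 arrays too, where 3 genes of the list rose with siYAP#1. A hypothesis is that ICAM1, PTX3 and IL6 follow the loss of YAP while the genes that move apart follow the siRNA. Restoring YAP from a transcript that neither siRNA matches would return only the first of these to the control level.

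HSPH1, a cytosolic heat shock protein and partner of HSP70, fell with both siRNAs, with log2 changes of -0.40 with siYAP#1 (standard error 0.07, adjusted p = 0.0021) and -0.28 with siYAP#2 (standard error 0.07, adjusted p = 0.026), and HSPA4 with siYAP#1 (-0.43, standard error 0.06, adjusted p = 0.0012). DNAJB1 and BAG3, co-chaperones of HSP70, fell with siYAP#2 (-0.31 and -0.42, adjusted p = 0.0024 and 1.9e-04), and HSPB8 moved in opposite directions (0.65 and -0.63, adjusted p = 0.0071 and 0.012). Of 13 genes of cytosolic heat shock proteins, 2 fell and 1 rose with siYAP#1, and 5 fell with siYAP#2 (the same counts when adjusted over the list alone). The medians were -0.18 and -0.10 (camera, adjusted p = 7.1e-05 and 3.8e-04, and adjusted p = 0.13 and 0.16 with an estimated correlation, which ends both calls). The calls of these genes were the same over 12 arrays, where the list median with siYAP#2 was -0.20. A hypothesis is that lower activity of the heat shock factor HSF1 accounts for HSPH1, and a test is whether a heat pulse raises it less after YAP loss than in the control.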
